# Fine‐Tuning of Cholesterol Homeostasis Controls Erythroid Differentiation

**DOI:** 10.1002/advs.202102669

**Published:** 2021-11-05

**Authors:** Zhiyuan Lu, Lixia Huang, Yanxia Li, Yan Xu, Ruihao Zhang, Qian Zhou, Qi Sun, Yi Lu, Junjie Chen, Yuemao Shen, Jian Li, Baobing Zhao

**Keywords:** cholesterol homeostasis, enucleation, erythropoiesis, GATA1, ribosome biogenesis, SREBP2

## Abstract

Lipid metabolism is essential for stemness maintenance, self‐renewal, and differentiation of stem cells, however, the regulatory function of cholesterol metabolism in erythroid differentiation is poorly studied. In the present study, a critical role for cholesterol homeostasis in terminal erythropoiesis is uncovered. The master transcriptional factor GATA1 binds to Sterol‐regulatory element binding protein 2 (SREBP2) to downregulate cholesterol biosynthesis, leading to a gradual reduction in intracellular cholesterol levels. It is further shown that reduced cholesterol functions to block erythroid proliferation via the cholesterol/mTORC1/ribosome biogenesis axis, which coordinates cell cycle exit in the late stages of erythroid differentiation. The interaction of GATA1 and SREBP2 also provides a feedback loop for regulating globin expression through the transcriptional control of NFE2 by SREBP2. Importantly, it is shown that disrupting intracellular cholesterol hemostasis resulted in defect of terminal erythroid differentiation in vivo. These findings demonstrate that fine‐tuning of cholesterol homeostasis emerges as a key mechanism for regulating erythropoiesis.

## 1 Introduction

Cholesterol, an essential lipid that localizes predominantly to cell membranes, plays important roles in a diverse array of physiological functions, not only as an important structural component of cell membranes, but also as a precursor of steroid hormones and bile acids. Intracellular cholesterol levels are determined by the dynamic balance between biosynthesis, uptake, export, and esterification.^[^ ^1^ ^]^ These processes are tightly governed by multiple regulatory circuits to ensure cholesterol homeostasis, mediated by the key factors including low‐density lipoprotein receptor (LDLR), transcriptional regulator Sterol‐regulatory element binding protein 2 (SREBP2), acyl coenzyme A: cholesterol acyltransferase (ACAT) and ATP‐binding cassette, sub‐family A (ABC1), ATP binding cassette subfamily G member 1 (ABCG1).^[^ ^1^ ^]^ Disturbed cholesterol balance has been associated with many devastating diseases, such as obesity/diabetes,^[^ ^2^ ^]^ hypercholesterolemia,^[^ ^3^ ^]^ atherosclerosis,^[^ ^4^, ^5^ ^]^ neurodegeneration,^[^ ^6^, ^7^ ^]^ and cancer.^[^ ^8^ ^]^ Recent studies have revealed that metabolic reprogramming is involved in the mammalian erythropoiesis.^[^ ^9^, ^10^, ^11^ ^]^ However, the dynamic changes of lipid metabolism during erythropoiesis is poorly studied.

Mammalian erythropoiesis starts with the commitment of hematopoietic stem cells to erythroid progenitors, including burst forming unit‐erythroid (BFU‐Es) followed by colony forming unit erythroid (CFU‐Es); this is followed by terminal differentiation to give rise to mature red blood cells.^[^ ^12^, ^13^ ^]^ Throughout terminal erythropoiesis, erythroblasts undergo fast cell divisions, cell size decreases, nuclei breakdown and histones releasing, and these events lead to cell cycle exit and nuclear polarization, all required for the final expulsion of the pyknotic nucleus.^[^ ^14^, ^15^, ^16^, ^17^ ^]^ Although multiple molecular and signaling pathways have been revealed to be involved in these processes,^[^ ^18^, ^19^ ^]^ the mechanisms that drive successful maturation and enucleation remain largely undefined. Given that quick cell proliferation of erythroblasts requires cholesterol as building block to support their growth, it is not unreasonable to expect that cholesterol metabolism would play an important role in terminal erythropoiesis.

Multiple lines of evidence support this hypothesis. Mutation of *MVK*, a gene encoding mevalonate kinase in cholesterol biosynthetic pathway, is linked to dyserythropoietic anemia.^[^ ^20^ ^]^ In zebrafish models, cholesterol biosynthesis contributes to the regulation of RBC production.^[^ ^21^, ^22^ ^]^ In addition to cholesterol biosynthesis, mutations of ABCA1 and high‐density lipoprotein receptor SR‐BI resulting in accumulation in erythroblasts, are linked to anemia.^[^ ^23^, ^24^, ^25^ ^]^ Moreover, cyclic changes in cholesterol biosynthesis were observed in stress erythropoiesis induced by phenylhydrazone (PHZ),^[^ ^26^ ^]^ suggesting a possible link between cholesterol levels and erythropoiesis. In line with these studies, a positive association exists between serum cholesterol levels and erythrocyte number.^[^ ^27^, ^28^, ^29^ ^]^ However, the mechanism by which cholesterol regulates terminal erythropoiesis, still remains largely unknown.

In this work, we explored the dynamics of cholesterol homeostasis during terminal erythropoiesis. Interestingly, we found differential requirements of cholesterol during terminal erythropoiesis. The master transcriptional factor GATA1 binds to SREBP2 to downregulate cholesterol biosynthesis, leading to a gradual reduction in intracellular cholesterol levels. More importantly, we demonstrate that reduced cholesterol functions to block erythroid proliferation which coordinates cell cycle exit in the late stages of erythroid differentiation.

## 2 Results

### 2.1 Disruption of Cholesterol Synthesis Impairs the Early Stage Erythroblasts Differentiation

To investigate the roles of cholesterol homeostasis in terminal erythropoiesis, we used a well‐established ex vivo mouse fetal liver cell culture system, in which TER119‐negative erythroblasts isolated from E14.5 fetal liver (FLCs) were differentiated into enucleated reticulocytes in vitro.^[^ ^30^, ^31^ ^]^ We first cultured the erythroid progenitors with lipoprotein deficient serum (LPDS) to block exogenous cholesterol uptake. Relative to normal culture, cell percentage and number of TER119^+^ erythroblasts were significantly lower in LPDS group after 1‐day of culture (**Figure** **1**A,B). The LPDS group also exhibited a lower extent of enucleation compared with the control group (Figure 1C,D). Similar repression of erythroid differentiation was also observed in erythroblasts treated with U18666A,^[^ ^32^ ^]^ a cholesterol transport inhibitor (Figure S1A,B, Supporting Information). Importantly, the inhibition of cell proliferation and differentiation, as well as enucleation in the LPDS group was greatly rescued by supplementation of cholesterol, suggesting that the blockade of erythroid proliferation and differentiation by LPDS was at least partially caused by limiting cellular cholesterol uptake (Figure 1E,F).

**Figure 1:**
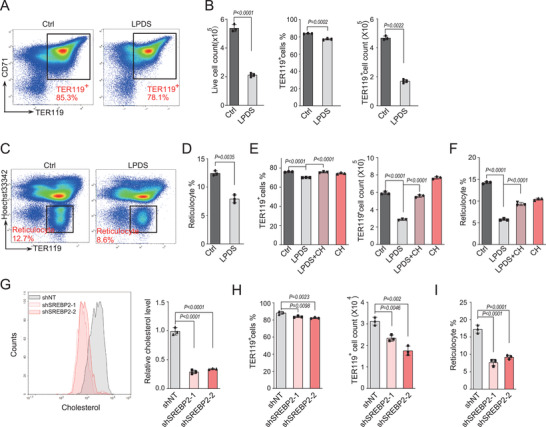
Disruption of cholesterol synthesis impairs the erythroblasts differentiation. A) Representative flow cytometric profiles of erythroid differentiation after in vitro culture with normal FBS (ctrl) or lipoprotein deficient serum (LPDS) for 24 h. B) Statistical analysis of live cells and TER119^+^ erythroid cells in A). C) Representative flow cytometric profiles of erythroid enucleation in cells cultured as in A) for 48 h. D) Statistical analysis of the percentage of reticulocytes in C). E,F) FLCs were cultured in normal FBS or LPDS medium supplemented with or without cholesterol (CH, 10 × 10^−6^ m). Percentage and cell number of TER119^+^ cells (E, 24 h) and reticulocytes (F, 48 h) in total cells were analyzed by flow cytometry. G–I) FLCs were transduced with retroviruses encoding indicated shRNA and cultured in SCF medium for 12 h, and then changed into Epo medium. Intracellular cholesterol levels G, 24 h), percentage and cell number of TER119^+^ erythroid cells(H, 24 h) and percentage of reticulocytes in cells cultured for 48 h I, 48 h) were quantified by flow cytometric analysis. shNT: Scramble shRNA. *P* values were determined by using unpaired two‐tailed Student's *t*‐test B,D) or 1‐way ANOVA with Tukey's multiple comparisons test E–I). Data are presented as mean ± SD from three independent experiments. See also Figure S1 (Supporting Information).

We next treated the erythroblasts with fatostatin that targets maturation of SREBP2 to inhibit intracellular cholesterol biosynthesis.^[^ ^33^ ^]^ TER119^+^ erythroblasts cell percentage and cell number were significantly reduced after 1‐day of culture with fatostatin (Figure S1C, Supporting Information), followed by a lower extent of enucleation compared with control cells (Figure S1D, Supporting Information). As expected, supplementation of cholesterol markedly relieved the repressed cell proliferation and differentiation induced by fatostatin (Figure S1E, Supporting Information). Consistently, lovastatin^[^ ^34^ ^]^ and YM53601,^[^ ^35^ ^]^ targeting HMGCR and SQLE, respectively, two key enzymes of the cholesterol biosynthesis, also substantially inhibited the erythroblasts proliferation and differentiation (Figure S1F–H, Supporting Information). However, inhibition of cholesterol biosynthesis or exogenous cholesterol uptake had no detectable effect on the cell proliferation and enucleation when TER119‐negative fetal liver cells were treated after 30 h of in vitro culture in Epo medium, corresponding to the late stages of terminal erythroid differentiation (Figure S1I–P, Supporting Information).

In addition to the pharmacological approaches, we employed a genetic tool to abrogate SREBP2 expression using shRNA in FLCs (Figure S1Q, Supporting Information). The intracellular cholesterol levels were significantly reduced in SREBP2‐knockdown erythroblasts compared with control cells (Figure 1G). Again, knockdown of SREBP2 also resulted in defects of erythroid differentiation and terminal enucleation (Figure 1H,I). These data demonstrated that cholesterol is critical for the early stage erythroblasts proliferation and differentiation.

### 2.2 Excess Cholesterol Impairs Terminal Erythropoiesis by Disrupting Cell Cycle Exit and Terminal Enucleation

Most TER119‐negative erythroid cells were differentiated into TER119^+^ cells after 2 days of culture, which was also observed in exogenous cholesterol treated cells (data not shown). To further dissect the effect of cholesterol on the late stages of terminal erythroid differentiation, we used forward scatter to divide TER119^+^ erythroid cells into 3 populations (S1–S3) since cell size is known to gradually decrease during erythroid terminal maturation (**Figure** **2**A). The percentage and cell number of S1 and S2 erythroid cells were significantly increased after cholesterol treatment that accounted for a dramatic increase in total TER119^+^ erythroid cell number, while that of S3 erythroid cells that are mainly reticulocytes were markedly reduced (Figure 2B,C). This is consistent with a significant inhibition of enucleation in cells with cholesterol treatment (Figure 2D). Morphological analyses also showed a decreased number of enucleated reticulocytes and enlarged nuclei in cholesterol treated erythroid cells (Figure S2A, Supporting Information). Moreover, similar defects of erythroblast maturation were also observed when TER119‐negative fetal liver cells were treated with excess cholesterol after 30 h of in vitro culture, corresponding to the late stages of terminal erythroid differentiation (Figure S2B, Supporting Information).

**Figure 2:**
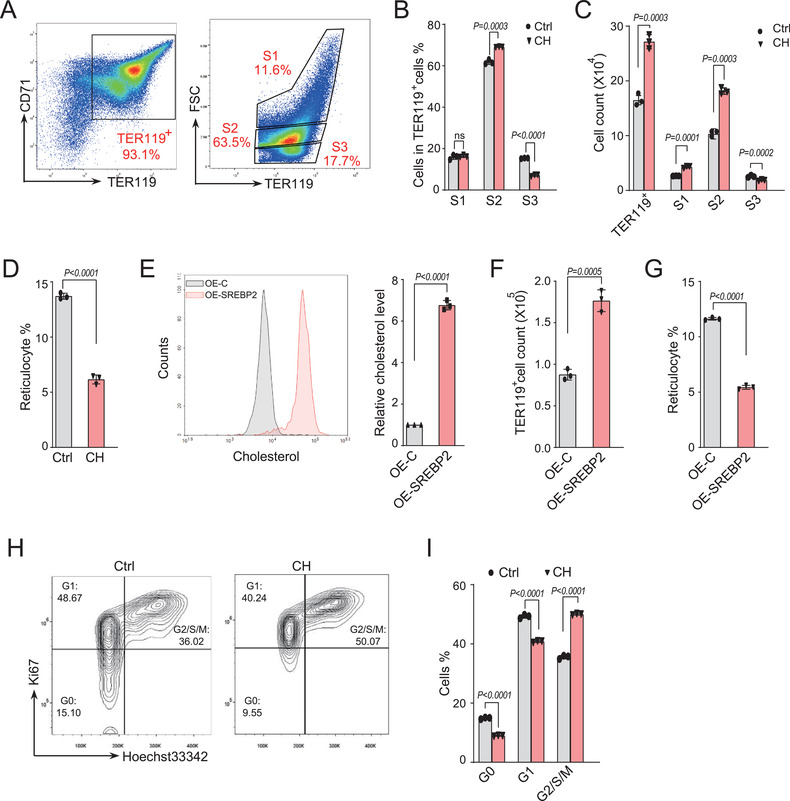
Excess cholesterol impairs terminal erythropoiesis by disrupting cell cycle exit and terminal enucleation. A) Representative flow cytometric profiles of FLCs after 48 h of in vitro culture. TER119^+^ cells were subdivided into S1, S2, and S3 based on the forward scatter (FSC). B,C) Statistical analysis of percentage and cell number of TER119^+^ cells in indicated S population in A) with treatment of cholesterol (40 × 10^−6^ m) for 48 h. Ctrl: vehicle control; CH: cholesterol. D) Statistical analysis of the percentage of reticulocytes in total cells after treatment as in A) for 48 h. E) FLCs were transduced with retroviruses encoding active SREBP2 (1‐468aa) or blank vector, and then cultured in SCF medium for 12 h followed by Epo medium culture for 24 h, intracellular cholesterol levels were measured (left) and quantified (right) by flow cytometry using Filipin III staining. F,‐G) Cells were transduced as in E) and then cultured in Epo medium for 48 h, cell number of TER119^+^ cells F) and percentage of reticulocytes G) were quantified by flow cytometry. H) Representative cell cycle profile of erythroblasts after in vitro culture with or without cholesterol (40 × 10^−6^ m) for 36 h. Cell cycle was analyzed by flow cytometry using Hoechst 33342 and Ki67 staining. Ctrl: vehicle control; CH: cholesterol. The percentage of cells in each phase is shown. I) Quantification of cells in indicated phases in H). All *P* values were determined by unpaired two‐tailed Student's *t*‐test. Data are presented as mean ± SD from three independent experiments. See also Figure S2 (Supporting Information).

In addition to exogenous cholesterol uptake, the intracellular cholesterol level is also regulated by the biosynthesis, which is controlled by the master transcriptional factor SREBP2. To further confirm the importance of reduced cholesterol on the terminal erythropoiesis, we forced to elevate the endogenous cholesterol level in FLCs through overexpression of activated SREBP2 (1‐468aa) (Figure S2C, Supporting Information). Flow cytometric analysis demonstrated that the intracellular cholesterol levels were dramatically increased in erythroblasts overexpressing SREBP2 (Figure 2E). SREBP2 overexpression enhanced erythroblast proliferation (Figure 2F), and repressed subsequent terminal enucleation (Figure 2G). These findings indicate that excess cholesterol promote erythroid cells proliferation that contribute to a defect of erythroblast maturation at late stages.

Given that continued cell cycling at the late stage of erythroid terminal differentiation results in an enucleation defect,^[^ ^15^, ^36^, ^37^ ^]^ we reasoned that continuous cell proliferation by forced increase of cholesterol would impair the cell cycle exit, which in turn would lead to a defect in the ability of orthochromatic erythroblasts to enucleate. To test our hypothesis, we analyzed the cell cycle status of erythroid cells cultured for 36 h in vitro, when a majority of cells are differentiated into orthochromatic erythroblasts stage.^[^ ^38^ ^]^ More cells stayed at the G2/S/M‐phase after cholesterol treatment, while cells at G0/G1 phase were significantly reduced (Figure S2D,E, Supporting Information). On the other hand, depletion of cellular cholesterol by LPDS treatment led to an increase of cells at G0/G1 and a reduction of those at the G2/S/M‐phase (Figure S2F,G, Supporting Information).

To further test whether cell‐cycle exit was affected by increased cholesterol, erythroid cells were cultured in Epo medium for 36 h and stained for Ki67, a cell proliferation marker that is specifically expressed in cycling cells (Figure 2H). The percentage of cells in G0‐phase was dramatically decreased after cholesterol treatment, indicating that fewer cells exited from cell cycle (Figure 2I). These data suggest that reduced cholesterol is required for the cell cycle exit at the late stages of terminal differentiation.

### 2.3 Cholesterol Regulates Erythropoiesis by Controlling Ribosome Synthesis

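Mouse fetal liver erythroblasts without TER119, a surface protein that erythroid cells gain as they mature, were cultured for 30 h in medium with erythropoietin (Epo), the cytokine that drives terminal erythropoiesis. The medium was supplemented with 40 µM cholesterol or had none added (control), and the cells that had become TER119+ were sorted and sequenced. RNA-seq covered 3 control and 3 cholesterol-treated samples, numbered 1 to 3 in each group. The sample labels describe the controls as untreated, whereas the legend of Fig. 3A describes them as vehicle-treated. According to the labels, polyadenylated RNA was sequenced with single-end reads. The authors deposited an estimated number of reads for each of 17463 genes and, beside it, a normalized value whose size corresponds to FPKM. The paper's text names no aligner, genome build or counting program. Total counts were 20061702, 19846752 and 19985560 in control samples 1 to 3 and 19841725, 19830753 and 19826797 in cholesterol samples 1 to 3, and 3 counts corresponded to 0.15 CPM (counts scaled to a common library size). The adult globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt took 14.6%, 13.8% and 17.9% of the counts in the control samples and 12.5%, 13.0% and 16.2% in the cholesterol samples.
The estimated counts were rounded to whole numbers, genes with low counts were left out, and cholesterol was compared with control over the remaining 11277 genes by edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment. The samples differed more by replicate number than by treatment. The first principal component held 70.3% of the variance, with scores of −33.5, 2.39 and 58.5 in control samples 1 to 3 and of −39.6, −20.4 and 32.5 in cholesterol samples 1 to 3, and the second, with 11.3%, separated the treatments. Across genes, which are not independent replicates, the deviations of same-numbered samples from their group means had a mean correlation of 0.634, against −0.294 for samples with other numbers. Deviations from a group mean cancel within the group, so the second value largely follows from the first and is no separate evidence. The mean of 0.634 rested mostly on replicates 1 and 3, at 0.729 and 0.825. Replicate 2 had 0.3482, about as much as control sample 1 with cholesterol sample 2 (0.3465), so these correlations gave its pairing little backing. With condition alone in the model, 1 gene was higher with cholesterol and 0 genes were lower at an adjusted p under 0.05, and 81 genes were higher and 216 lower at an unadjusted p under 0.05. The 3 values of one group lay above all 3 of the other for 902 genes, or 8.00% of the genes tested, where chance gives 10%. That 10% takes the samples as exchangeable. Since same-numbered samples deviated together, it is only a rough guide, here and for the gene lists below. With the replicate number as a block, 186 genes were higher and 586 lower at an adjusted p under 0.05. The gene called in both models was Abcg1, which encodes a cholesterol exporter. Abcg1 rose from 5.89 ± 1.35 CPM (SD, n = 3) in control to 97.8 ± 3.55 (SD, n = 3) with cholesterol, a log2 fold change of 4.05 (standard error 0.18, adjusted p = 0.00292) without the block and of 4.06 (standard error 0.09, adjusted p = 2.84e-12) with it. The counts of genes moved most when the block was combined with no filter on low counts, a setting chosen after the data were seen, which gave 368 genes higher and 829 lower.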

To understand the molecular mechanism by which cholesterol promotes erythroid proliferation and blocks cell cycle exit, TER119^+^ erythroblasts were sorted and subjected to RNA‐seq analysis after 30 h of in vitro culture in the presence or absence of cholesterol. As expected, Gene Set Enrichment Analysis showed a down‐regulation of cholesterol/steroid biosynthetic pathway (Figure S3A and Table S1, Supporting Information) by cholesterol treatment, reflecting feedback regulation of excess cholesterol on cholesterol biosynthesis. 

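The genes of the 20 enzymes that lead from acetoacetyl-CoA to cholesterol were all lower on average with cholesterol, with log2 fold changes from −2.76 to −0.36. The list was written by hand in place of a Molecular Signatures Database set. GSEA on 16552 genes, ranked by the signal-to-noise ratio of the authors' FPKM values, gave the list a normalized enrichment score of −2.56, where a negative score means lower with cholesterol (adjusted p = 3.89e-15 over the 5 lists tested, from permutation of genes). Since genes and not samples were permuted, that p does not count replicates. The median log2 fold change of the list was −1.07, below all of 10000 random lists matched on mean expression. For this list, limma's camera test with a preset correlation between genes of 0.01 gave an adjusted p of 2.51e-62. Camera sets the statistics of the list's genes against those of all other genes. Its adjusted p was 0.0595 with the correlation estimated from the data. The adjusted p was 0.083 in fry, which rotates the samples and tests the list without reference to other genes. Neither is a test of the median, beside which their p-values are printed. Over all alternatives the adjusted p in camera or fry was at most 0.129. With the replicate number as a block, the enrichment score was −2.44 and the median log2 fold change −1.03, with an adjusted p of 0.129 in fry (0.0347 unadjusted). The adjustment gave all 5 lists that same value. The mean log2 CPM of the 20 genes was 5.77, 5.40 and 4.58 in control samples 1 to 3 and 4.17, 4.05 and 3.85 in the cholesterol samples, so that the lowest control sample lay above the highest cholesterol sample, and within same-numbered pairs 1 to 3 the mean fell by 1.60, 1.35 and 0.73 on the log2 scale. The groups did not overlap for 15 of the 20 genes, where chance gives 10%. In the model without the block, 0 of the 20 genes had an adjusted p under 0.05 over all genes tested, and 18 did when the adjustment covered the list alone, whereas 11 and 15 did with the block. When each sample was left out in turn, the enrichment score stayed between −2.58 and −2.24. The choice that moved the score most was unweighted ranks, which gave −5.12.
Among single genes, Hmgcs1, which encodes hydroxymethylglutaryl-CoA synthase, fell from 44.9 ± 18.1 to 10.8 ± 1.04 CPM (SD, n = 3 in each group), a log2 fold change of −2.06 (standard error 0.32, adjusted p = 0.864 in edgeR's test). Msmo1, which encodes a sterol oxidase, had a log2 fold change of −2.76 (standard error 0.49, adjusted p = 1.00), and Hsd17b7 one of −1.21 (standard error 0.19, adjusted p = 0.864). With the block, the adjusted p was 0.0504 for Hmgcs1, 0.179 for Msmo1 and 1.51e-08 for Hsd17b7. Fdft1 had a log2 fold change of −0.92 (standard error 0.16, adjusted p = 1.00, and 0.266 with the block). Srebf2, which encodes the transcription factor SREBP2, fell from 364 ± 67.4 to 144 ± 13.3 CPM (SD, n = 3), a log2 fold change of −1.33 (standard error 0.15, adjusted p = 0.534, and 0.133 with the block). In all of these genes the 3 control samples lay above the 3 cholesterol samples. DESeq2's Wald test, the alternative to edgeR, called 26 genes lower, among them 11 of the 20 enzymes, and Srebf2. Its adjusted p was 7.47e-13 for Srebf2, 9.58e-08 for Hmgcs1 and Msmo1, 2.42e-05 for Hsd17b7 and 0.000105 for Fdft1, the smallest of any alternative for each except Hsd17b7, while for each of the 5 genes the largest was 1.00. The paper states that the down-regulation of this pathway reflects feedback regulation by excess cholesterol.

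**Figure D1:**
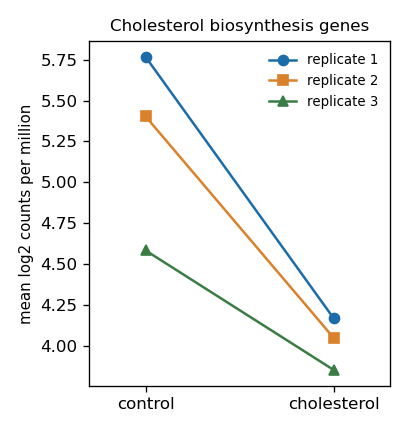
Mean log2 CPM (y axis) of the 20 cholesterol biosynthesis genes in the control and cholesterol samples (x axis), with a line joining the samples of each replicate number. Each line runs downward toward cholesterol, by −1.60, −1.35 and −0.73 for replicates 1 to 3.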

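Of 150 ribosome biogenesis factors (ribosome assembly factors and the RNA polymerase I machinery, without ribosomal proteins), 108 were higher and 42 lower with cholesterol. The normalized enrichment score of this list was 1.98 (adjusted p = 1.3e-06, from permutation of genes), and its median log2 fold change was 0.02 (adjusted p = 0.0206 in camera and 0.829 in fry). With the replicate number as a block, the score was 1.97 and the median 0.02 (adjusted p = 0.00246 in camera and 0.129 in fry). The adjusted p in camera or fry, which ask different questions, ranged from 1.93e-10 to 0.829 over all alternatives. The mean log2 CPM of the factors was 5.588, 5.417 and 5.150 in control samples 1 to 3 and 5.602, 5.468 and 5.204 in cholesterol samples 1 to 3. The difference within same-numbered pairs was 0.01, 0.05 and 0.05, with an SD of 0.02 between pairs. The SD between the control samples, which includes the fall with replicate number, was 0.22. The median lay at the 70.7th percentile of 10000 random lists matched on mean expression. In the model without the block, 0 factors passed an adjusted p of 0.05 and 1 had an unadjusted p under 0.05, whereas 5 passed with the block, all higher. The factor with the smallest p was Taf1c, a subunit of the RNA polymerase I initiation factor, at 25.6 ± 0.909 CPM in control and 32.0 ± 1.51 with cholesterol (SD, n = 3), a log2 fold change of 0.32 (standard error 0.07, adjusted p = 1.00, and 0.00467 with the block). When each sample was left out in turn, which leaves a sample without its same-numbered partner, the enrichment score ranged from −1.67 to 2.75 and was negative without control sample 3 (−1.67) and without cholesterol sample 1 (−1.13). When both samples of a replicate number were left out in the model with the block, an alternative chosen after the data were seen, the score was 2.09, 1.64 and 1.59 without replicates 1 to 3.
All 79 cytosolic ribosomal protein genes were higher on average with cholesterol, with log2 fold changes from 0.01 to 0.25. Their enrichment score was 2.36 (adjusted p = 4e-09, from permutation of genes), and 2.89 with the block. Their median log2 fold change was 0.08 (adjusted p = 9.24e-10 in camera and 0.486 in fry), above all of the matched random lists, and 0.08 with the block (adjusted p = 2.53e-10 in camera and 0.129 in fry). Within pairs 1 to 3 the mean difference was 0.08, 0.14 and 0.03, with an SD of 0.06 between pairs, and of 0.10 between the control samples, which includes the fall with replicate number. Without the block, 0 ribosomal protein genes passed the threshold and 1 had an unadjusted p under 0.05, whereas 6 passed with it. Rpl14 went from 738 ± 72.5 to 875 ± 111 CPM (SD, n = 3), a log2 fold change of 0.25 (standard error 0.12, adjusted p = 1.00, and 0.00127 with the block). Many ribosomal protein genes have near-identical processed pseudogenes between which the authors' counting could have split reads, so values of single genes are uncertain. The factors and the ribosomal proteins taken together had an enrichment score of 2.32. The groups did not overlap for 2 of the 150 factors and 2 of the 79 ribosomal protein genes, where chance gives 10%. Within same-numbered pairs, 40 factors were higher in all 3 pairs and 8 lower, and 43 ribosomal protein genes were higher and 0 lower, where chance gives 12.5% of genes each way. With the mean level of granulocyte, mast cell and macrophage marker genes as a covariate, an alternative chosen after the data were seen, the median log2 fold change was −0.11 for the factors and 0.01 for the ribosomal proteins.

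**Figure D2:**
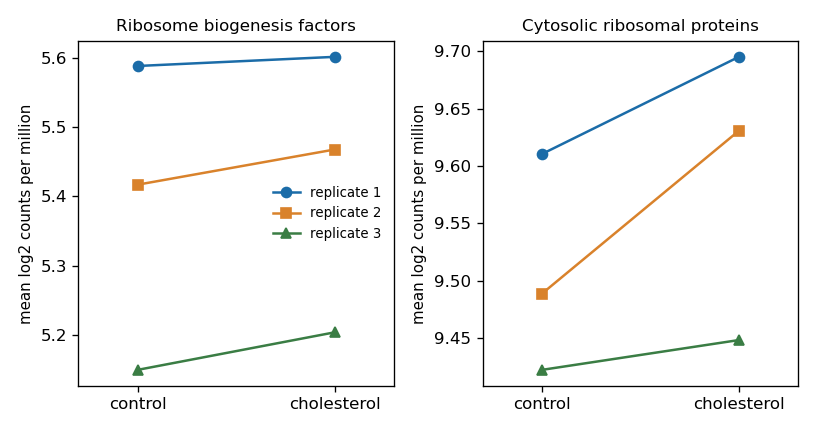
Mean log2 CPM (y axis) of the ribosome biogenesis factors and of the cytosolic ribosomal proteins in the control and cholesterol samples (x axis), with a line joining the samples of each replicate number. Each line rises toward cholesterol, by 0.01 to 0.05 for the factors and by 0.03 to 0.14 for the ribosomal proteins, and the lines of replicates 1 to 3 lie further apart than that for the factors.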

Strikingly, gene cluster of ribosome biogenesis was highly enriched and upregulated after cholesterol treatment (**Figure** **3**A; and Table S2, Supporting Information). Ribosome biogenesis starts in the nucleolus by the transcription of ribosomal DNA into a 45S rRNA precursor by RNA polymerase (*pol*)I. Indeed, 45S rRNA precursor expression exhibited a sharp decrease in normal differentiating erythroblasts at day 2 in vitro culture that corresponds to the late stages of terminal erythropoiesis in vivo (Figure S3B,C, Supporting Information).

**Figure 3:**
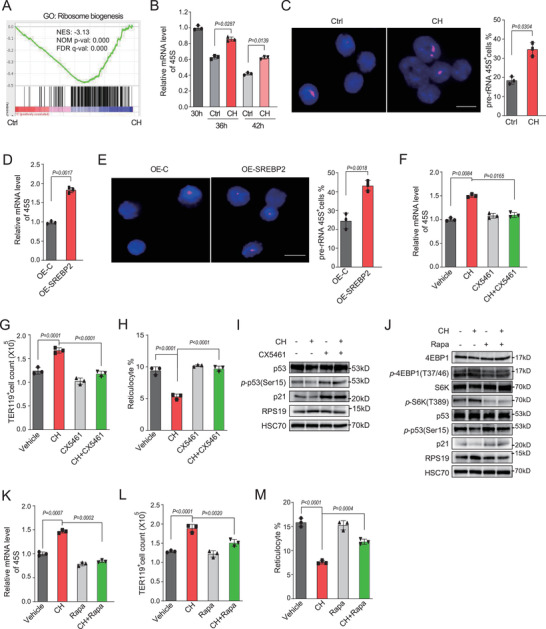
Cholesterol regulates erythropoiesis by controlling ribosome biogenesis. A) Gene Set Enrichment Analysis of ribosome biogenesis pathway in erythroblasts treated by cholesterol (CH) or vehicle (control, Ctrl). FLCs were cultured in Epo medium for 30 h supplemented with or without cholesterol (40 × 10^−6^ m), and then TER119^+^ cells were sorted and subjected to RNA deep sequencing. B) Quantification of pre‐rRNA 45S transcripts in erythroblasts with treatment of cholesterol. FLCs were cultured in Epo medium for 30 h, and then treated with cholesterol for additional 6 or 12 h. C) Fluorescence in situ hybridization for pre‐rRNA 45S in indicated cells from B) (left) and statistical analysis of percentage of pre‐rRNA 45S fluorescence positive cells (right). Scale bars, 5 µm. D) Quantification of transcripts of pre‐rRNA 45S in erythroblasts with SREBP2 overexpression. FLCs were transduced with retroviruses encoding active SREBP2 (1‐468aa) and cultured in Epo medium for 42 h. E) Fluorescence in situ hybridization for pre‐rRNA 45S in indicated cells from D) (left) and statistical analysis of percentage of pre‐rRNA 45S fluorescence positive cells (right). Scale bars, 5 µm. F–H) Quantification of mRNA expression of pre‐rRNA 45S F), TER119^+^ cells number G), and percentage of reticulocytes H) in erythroblasts cultured in Epo medium for 30 h, followed by treatment with or without CX5461(50 × 10^−9^ m) for 12 h in the presence of cholesterol (CH). I) Western blot analysis of indicated proteins in cells from F). HSC70 was used as a loading control. An equal number of cells were loaded in each well. J–M) Cells were treated as in F–H), except that cells were treated with or without rapamycin (RAM) (100 × 10^−9^ m). Indicated proteins levels were analyzed by Immunoblotting J). HSC70 was used as a loading control. An equal number of cells were loaded in each well. The mRNA expression of pre‐rRNA 45S K), cell number of TER119^+^ cells L), and percentage of reticulocytes M) were quantified. *P* values were determined by using unpaired two‐tailed Student's *t*‐test B–E) or 1‐way ANOVA with Tukey's multiple comparisons test F, G, H, K, L, M). Data are presented as mean ± SD from three independent experiments. See also Figure S3 (Supporting Information).

In line with the enrichment of gene cluster of ribosome biogenesis, we found that cholesterol significantly increased the level of 45S rRNA that was decreased in normal erythroblasts differentiation (Figure 3B), which was further confirmed by fluorescence in situ hybridization (Figure 3C). The ribosome profile showed that the stoichiometry of free 40S and 60S ribosomal subunits, assembled 80S and polysomes was mostly unchanged, however, all of them exhibited a mild increase after 12 h of treatment by cholesterol (Figure S3D, Supporting Information). Similar upregulation of 45S rRNA transcription was also observed in erythroblasts overexpressing SREBP2 (Figure 3D,E). These data indicated that excess cholesterol enhances the ribosome biogenesis during terminal erythroid maturation.

To better understand the role of ribosome biogenesis in defective terminal erythroid differentiation caused by excess cholesterol, we treated erythroblasts with CX5461,^[^ ^39^ ^]^ a specific RNA *pol*I inhibitor, after the cells were cultured for 30 h and differentiated into late stages of terminal erythroid differentiation. As expected, the increased transcription of 45S rRNA by cholesterol was normalized by CX5461 (Figure 3F). Importantly, CX5461 completely abrogated the effect of cholesterol on erythroid differentiation, including promoting cell proliferation and impaired final enucleation (Figure 3G,H).

P53 activation and cell cycle arrest coincides with altered ribosome biogenesis in normal erythroid differentiation and ribosomopathies.^[^ ^40^ ^]^ Indeed, cell cycle genes were highly enriched after cholesterol treatment (Figure S3E, Supporting Information). 

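Cell cycle genes were examined in lists of 43 S phase and 54 G2/M genes that single-cell studies use to score the cycle. The S phase genes had a normalized enrichment score of 1.97 (adjusted p = 9.79e-05, from permutation of genes), and 36 were higher with cholesterol and 7 lower. Their median log2 fold change was 0.08 (adjusted p = 8.17e-06 in camera and 0.412 in fry), with differences of 0.02, 0.09 and 0.13 in pairs 1 to 3, with an SD of 0.06 between pairs, and of 0.10 between the control samples, which includes the differences between replicate numbers. With the replicate number as a block, the score was 2.45 and the median 0.07 (adjusted p = 7.69e-06 in camera and 0.129 in fry). The G2/M genes moved the other way. Their enrichment score was −1.92 (adjusted p = 8.46e-05), and 51 of the 54 were lower with cholesterol. Their median log2 fold change was −0.08 (adjusted p = 2.08e-10 in camera and 0.083 in fry), with differences of −0.09, −0.12 and −0.19 in pairs 1 to 3, with an SD of 0.05 between pairs and of 0.04 between the control samples. With the block, the score was −2.31 and the median −0.08 (adjusted p = 6.37e-08 in camera and 0.129 in fry).
In the model without the block, 0 genes of either list passed an adjusted p of 0.05, and 0 of the S phase and 3 of the G2/M genes had an unadjusted p under 0.05. The groups did not overlap for 4 of the 43 S phase and 17 of the 54 G2/M genes, where chance gives 10%. Within same-numbered pairs, 22 S phase genes were higher in all 3 pairs and 5 lower, and 34 G2/M genes were lower and 0 higher, where chance gives 12.5% of genes each way. With the block, 5 S phase genes were called higher and 5 G2/M genes lower. Among these, Dtl rose from 156 ± 9.28 to 175 ± 14.3 CPM (SD, n = 3), a log2 fold change of 0.16 (standard error 0.08, adjusted p = 1.00, and 0.0281 with the block), and Tubb4b fell from 1705 ± 75.5 to 1493 ± 64.5 (SD, n = 3), a log2 fold change of −0.19 (standard error 0.07, adjusted p = 1.00, and 0.00572 with the block). Pimreg, at 3.70 ± 1.66 CPM in control and 0.648 ± 0.272 with cholesterol (SD, n = 3), had the lowest log2 fold change of the G2/M genes, −2.50 (standard error 0.50, adjusted p = 1.00, and 3.06e-05 with the block). Reactome sets gave smaller scores, 1.58 for S Phase (118 genes), 1.49 for DNA Replication (99 genes) and 0.95 for Cell Cycle (482 genes, adjusted p = 0.72). Sets nearer to the G2/M list did not share its fall without the block, at 0.69 for G2 M Transition (97 genes) and 0.49 for M Phase (232 genes). Under the block their scores were −1.28 and −1.05 (adjusted p = 0.238 and 0.546 in GSEA, over all Reactome sets tested). When each sample was left out in turn, the score of the S phase genes ranged from 1.007 to 2.18, the lowest without control sample 3, and that of the G2/M genes from −1.95 to −1.55. With the mean level of the granulocyte, mast cell and macrophage markers as a covariate, the median log2 fold change was 0.04 for the S phase genes and −0.08 for the G2/M genes.

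**Figure D3:**
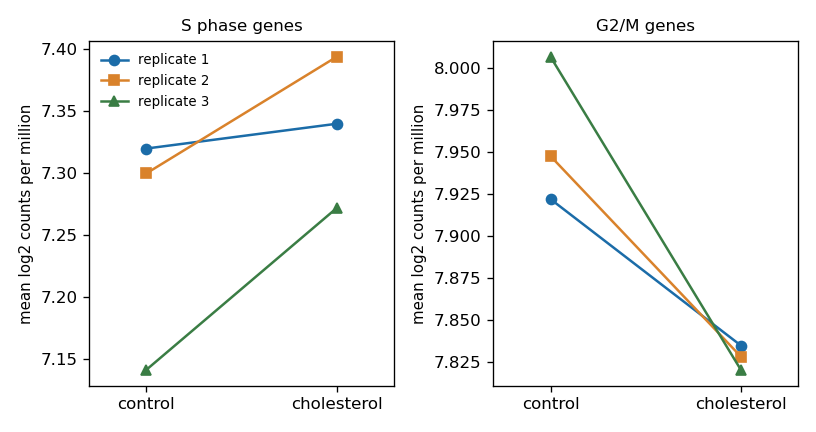
Mean log2 CPM (y axis) of the S phase and the G2/M genes in the control and cholesterol samples (x axis), with a line joining the samples of each replicate number. The S phase lines rise by 0.02 to 0.13 toward cholesterol, and the G2/M lines run downward, by −0.09 to −0.19.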

Western blotting analysis demonstrated that cholesterol treatment reduced the phosphorylation of p53 and its transcriptional target p21. Strikingly, CX5461 completely blocked the effect of cholesterol on the phosphorylation of p53 as well as p21 protein levels (Figure 3I; and Figure S3F, Supporting Information), indicating that disrupted ribosome biogenesis by cholesterol overload contributes to continuous cell cycling upon the p53 inactivation.

The mechanistic target of rapamycin complex 1 (mTORC1) protein kinase is a master growth regulator that can be activated by cholesterol,^[^ ^41^ ^]^ and mTORC1 activation leads to a boost of ribosome biogenesis.^[^ ^42^ ^]^ We therefore investigated the role of the cholesterol/mTOCR1/ribosome biogenesis axis in terminal erythropoiesis. Cholesterol showed a mild but consistent effect on mTORC1 activation indicated by increased phosphorylation of 4EBP1 and S6K, as well as p53 inactivation, which was largely abolished by mTORC1 inhibitor rapamycin^[^ ^43^ ^]^ (Figure 3J; and Figure S3G, Supporting Information). Moreover, cholesterol reversed the mTORC1 activity repressed by LPDS treatment (Figure S3H, Supporting Information). The critical role of mTORC1 in the regulation of erythroid differentiation was further supported by the observation that rapamycin rescued the defect of terminal erythropoiesis induced by excess cholesterol (Figure 3K–M). Together, these data suggest that activation of mTORC1 by cholesterol dictates the up‐regulation of ribosome biogenesis and subsequent p53 inactivation, leading to the impairment of erythroid maturation.

### 2.4 Cholesterol Synthesis is Down‐Regulated During Terminal Erythropoiesis

Given that early and late stages of terminal erythropoiesis have distinct requirements on cellular cholesterol levels, we next examined the dynamic changes of cholesterol during erythroid differentiation. Instead of investigation of in vitro culture of fetal liver cells, in which the erythroid cells are not synchronously differentiated and possibly contaminated by nonerythroid cells, we used the well‐studied erythroid K562 cell line.^[^ ^30^ ^]^

Interestingly, the cellular level of cholesterol was significantly reduced in erythroid‐differentiated K562 cells with hemin stimulation (**Figure** **4**A). Intracellular cholesterol levels could be controlled by biosynthesis, uptake, export, and esterification. However, the mRNA level of export and esterification related genes were downregulated during terminal erythropoiesis, including ABCA1/ABCG1 and ACAT1/ACAT2 (Figure S4A, Supporting Information). Genes encoding cholesterologenic enzymes were transcriptionally down‐regulated during differentiation of K562 induced by hemin (Figure 4B; and Figure S4B, Supporting Information). Accordingly, the protein levels of SREBP2 and FDPS that represent cholesterol biosynthetic pathway were also reduced in these cells (Figure 4C). LDLR, an important receptor for exogenous cholesterol uptake and also a target of SREBP2, was also downregulated during differentiation of K562 induced by hemin (Figure 4C). However, hemin treatment induced a marginal increase of these transcripts in HeLa cells (Figure S4C, Supporting Information), which suggested that hemin initiates the erythroid differentiation pathway to control cholesterol biosynthesis. Consistently, repressed transcription of cholesterol synthesis‐related enzymes was also observed in K562 cells induced by butyrate, albeit to a lesser extent (Figure S4D, Supporting Information).

**Figure 4:**
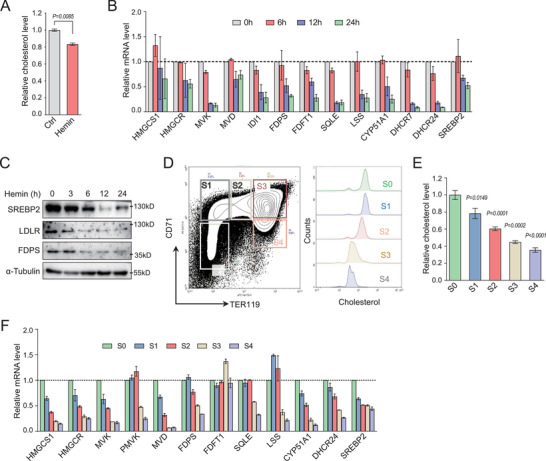
Cholesterol synthesis is down‐regulated during terminal erythropoiesis. A) Quantification of intracellular cholesterol in K562 cells after treatment with vehicle or hemin (40 × 10^−6^ m) for 24 h. *P* values were determined by using unpaired twotailed Student's *t*‐test. B) Quantification of mRNA expression of indicated genes in K562 cells after incubation of hemin. C) Immunoblot analysis of indicated proteins in K562 cells after induction of hemin for indicated time. *α*‐tubulin was used as a loading control. An equal number of cells were loaded in each well. D) Representative flow cytometric profiles of E14.5 mouse fetal liver cells stained with CD71 and TER119 antibodies. The S0–S4 populations were gated based on the protein levels of CD71 and TER119 (left). Intracellular cholesterol levels were analyzed by flow cytometry based on the intensity of Filipin III (50 µg mL^−1^) staining of S0–S4 populations (right). E) Quantification of relative cholesterol levels that normalized to phosphatidylserine level in indicated cells in D). *P* values were determined by using 1‐way ANOVA with Tukey's multiple comparisons test. F) Quantitative PCR analysis of the mRNA level of genes encoding cholesterologenic enzymes. Cells were sorted by flow cytometry according to D). Data are presented as mean ± SD from three independent experiments. See also Figure S4 (Supporting Information).

We further investigated the dynamics of cholesterol in in vivo erythropoiesis. Five subpopulations of erythroblasts (S0–S4) were identified from E14.5 mouse fetal livers according to the surface expression of CD71 and TER119, representing a sequence of erythroblast differentiation (Figure 4D).^[^ ^44^ ^]^ Considering that reduced cell size may result in the decrease of the contents of various membrane lipids during erythroblast differentiation, we normalized the cellular cholesterol to that of intracellular phosphatidylserine, and found that the amount of cholesterol was dramatically decreased from the S0 to S4 (Figure 4E; and Figure S4E, Supporting Information). Cholesterologenic enzymes were also transcriptionally down‐regulated (Figure 4F), consistent with our observations in K562 cells. Similar transcriptional change was also observed during terminal erythroid differentiation in adult mouse bone marrow (Figure S4F,G, Supporting Information). Altogether, these observations demonstrate that the gradually reduction in cholesterol is correlated with down‐regulated cholesterol biosynthesis during terminal erythropoiesis.

### 2.5 GATA1 Downregulates Cholesterol Biosynthesis by Interacting with SREBP2

To determine whether the master transcription factor GATA1 is involved in the regulation of cholesterol biosynthesis in erythropoiesis, we used a well‐studied erythroid G1E‐ER4 cell line, which stably expresses murine GATA1 fused to the ligand‐binding domain of the human estrogen receptor. Upon supplementation with *β*‐estradiol (EST) which restores GATA1 transcriptional activity, this cell line closely mimics the primary erythroid differentiation process.^[^ ^45^ ^]^ qPCR analysis showed that the expression of genes encoding cholesterologenic enzymes was gradually decreased in G1E‐ER4 cells after *β*‐estradiol induction (**Figure** **5**A; and Figure S5A, Supporting Information), consistent with our observations in K562 cells and mouse erythroblasts (Figure 4). To rule out the possibility that *β*‐estradiol down‐regulates transcription of cholesterol biosynthetic genes independent of GATA1, G1E‐ER4 cells were transduced with GATA1 shRNA. Transcription of cholesterol biosynthetic genes exhibited no difference in GATA1 knockdown cells in which GATA1 is in an inactivated state in the absence of *β*‐estradiol. In contrast, decreased expression of these genes in *β*‐estradiol treated cells were notably rescued by GATA1 knockdown (Figure 5B; and Figure S5B, Supporting Information). In line with this, GATA1 knockdown in K562 cells also led to increased expression of these genes, further confirming a direct role of GATA1 in the regulation of cholesterol biosynthesis (Figure S5C, Supporting Information).

**Figure 5:**
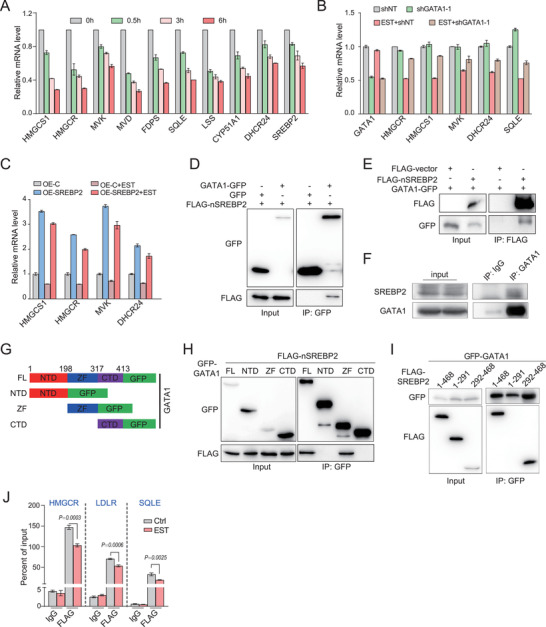
GATA1 downregulates cholesterol biosynthesis by interacting with SREBP2. A) Quantification of mRNA expression of indicated genes in G1‐ER4 cells after induction of *β*‐estradiol (EST, 500 × 10^−9^ m). B,C) Quantification of mRNA expression of indicated genes in G1‐ER4 cells with GATA1 knockdown or SREBP2 overexpression. G1‐ER4 cells were transduced with retroviruses encoding GATA1 shRNA B) or active SREBP2 (1‐468aa) C), and then induced by EST for 3 h. shNT: Scramble shRNA. D,E) Reciprocal Co‐IP of exogenous FLAG‐nSREBP2 and GFP‐GATA1 in 293T cells. F) Co‐IP of endogenous SREBP2 and GATA1 in G1ER cells after induction of *β*‐estradiol. G) Structure of full‐length and truncated GATA1. FL, full length; NTD, N‐terminal domain; ZF, zinc finger; CTD, C‐terminal domain. H) Co‐IP assay of truncated GATA1 and FLAG‐nSREBP2 (1‐468aa). I) Co‐IP assay of truncated FLAG‐nSREBP2 and GATA1. J) Chromatin Immuno‐Precipitation analysis of promoter binding activity of SREBP2 to its target genes in cells from C). All *P* values were determined by unpaired two‐tailed Student's *t*‐test. Data are presented as mean ± SD from three independent experiments. See also Figure S5 (Supporting Information).

SREBP2 is proteolytically cleaved at the Golgi, to release a fragment that binds to the promoters of target genes to upregulate cholesterol biosynthesis.^[^ ^46^, ^47^ ^]^ Blockade of SREBP2 activation could result in decreased expression of cholesterol synthesis related genes. However, SREBP2 cleavage was not inhibited when K562 cell differentiation was induced by hemin (Figure S5D, Supporting Information), suggesting otherwise. Instead, rapid downregulation of most cholesterol biosynthesis related genes in G1E‐ER4 cells after 0.5 h *β*‐estradiol induction, strongly suggested that GATA1 directly affects the transcriptional activity of SREBP2 (Figure 5A). Interestingly, overexpression of proteolytically activated nSREBP2 (1‐468aa) upregulated cholesterologenic enzymes expression in G1E‐ER4 cells, which barely responded even to *β*‐estradiol induction (Figure 5C; and Figure S5E, Supporting Information), suggesting that excess nSREBP2 attenuated the inhibitory effect of GATA1.

We therefore investigated whether SREBP2 physically interacts with GATA1. SREBP2 and GATA1 were reciprocally coimmunoprecipitated with each other, indicating a physical interaction (Figure 5D,E). This is further confirmed by the co‐IP assays of endogenous GATA1 and mature SREBP2 in G1‐ER4 and K562 cells (Figure 5F; and Figure S5F, Supporting Information). To map the domains that are critical for the physical interaction of GATA1 and SREBP2, we constructed a series of truncated forms of the two proteins (Figure 5G; and Figure S5G, Supporting Information). Strikingly, SREBP2 (292–468 aa) showed specific interaction with zinc‐finger domains of GATA1 by co‐IP assay (Figure 5H,I).

We then evaluated the effect of GATA1 on the SREBP2 transcriptional activity. Chromatin immunoprecipitation (ChIP) followed by qPCR was performed to monitor the chromatin occupancy of SREBP2 on its target genes in G1E‐ER4 cells. As expected, SREBP2 exhibited notable recruitment to the promoters of *HMGCR*, *LDLR*, and *SQLE*. Importantly, SREBP2 chromatin occupancy at these sites was significantly decreased upon the GATA1 activation induced by *β*‐estradiol (Figure 5J). These data demonstrated that GATA1 interacts with and represses the transcriptional activity of SREBP2, to downregulate cholesterol biosynthesis.

### 2.6 Transcriptional Control of NFE2 by SREBP2 Contributes to the Regulation of Globin Expression

We assessed whether the interaction of GATA1 with SREBP2 also affects the transcriptional activity of GATA1, characterized by GATA1 target gene expression, including itself and well‐known globin genes. Neither overexpression nor knockdown of SREBP2 in mouse fetal erythroid progenitors had obvious effects on GATA1 mRNA levels (data not shown). In contrast, globin gene transcription was increased upon SREBP2 overexpression, but down‐regulated by depletion of SREBP2 (**Figure** **6**A,C). This was further confirmed by quantitative analysis of hemoglobin content in erythroblasts upon overexpression or knockdown of SREBP2, respectively (Figure 6B,D).

**Figure 6:**
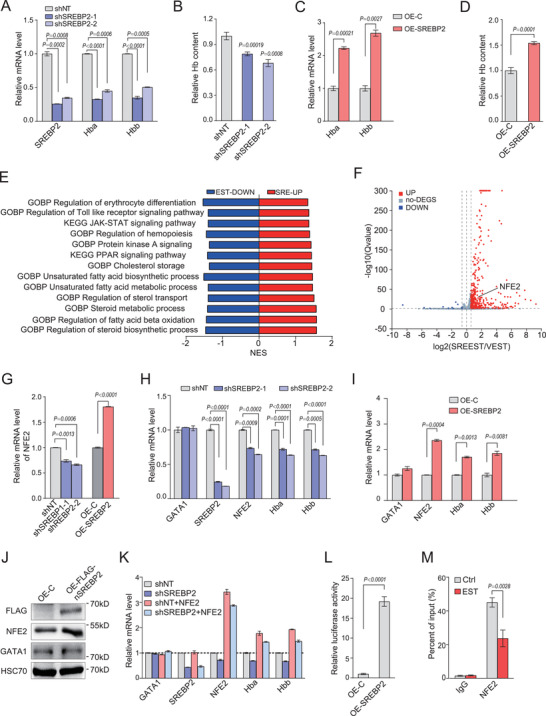
Transcriptional control of NFE2 by SREBP2 contributes to the regulation of globin expression. A) Quantification of mRNA expression of *SREBP2*, *Hba*, and *Hbb* in erythroblasts with SREBP2 knockdown. FLCs were transduced with retrovirus encoding SREBP2 shRNA and cultured in SCF medium for 12 h, and then changed into Epo medium for additional 24 h. B) Quantification of hemoglobin content in indicated cells from A). C) Quantification of mRNA expression of *Hba* and *Hbb* in erythroblasts with SREBP2 overexpression. FLCs were transduced with retrovirus encoding active SREBP2 (1‐468aa) and cultured as in A). D) Quantification of hemoglobin content in indicated cells from C). E,F) Global transcriptome analysis were performed in which EST stimulated G1E‐ER4 cells were overexpressed with mature SREBP2 or blank vector. Representative GO_BP terms and KEGG pathways ranked by NES values were shown in E) from GSEA analysis (FDR<0.25, *P* value <0.05), and the total list of enriched GO_BP terms and KEGG pathways are shown in Tables S4 and S5 (Supporting Information). UP: upregulated in SREBP2 overexpression cells with EST treatment; DOWN: downregulated in blank vector cells with EST treatment. F) The volcano plot of the differentially expressed genes between SREBP2 overexpression with blank vector stimulated by EST (fold change >1.5 and *P* value <0.05). G) Quantification of mRNA expression of *NFE2* in cells from A) and C). H,I) Quantification of mRNA expression of indicated genes in G1‐ER4 cells with knockdown or overexpression of activated SREBP2 (1‐468aa). shNT: Scramble shRNA. J) Immunoblot analysis of indicated proteins in cells from G). HSC70 was used as a loading control. An equal number of cells were loaded in each well. K) Quantification of mRNA expression of indicated genes in G1‐ER4 cells with SREBP2 shRNA and NFE2 overexpression. L) Luciferase reporter assay of *NFE2* promoter. HEK293T cells were cotransfected with mouse NFE2 luciferase reporter constructs in the present of FLAG‐SREBP2 (1‐468aa) expressing plasmid or blank vector. M) Chromatin Immuno‐Precipitation analysis of promoter binding activity of SREBP2 to *NFE2* in G1‐ER4 cells treated as in Figure 5J. All *P* values were determined by unpaired two‐tailed Student's *t*‐test. Data are presented as mean ± SD from three independent experiments. See also Figure S6 (Supporting Information).

To better understand the consequences of the interaction of SREBP2 and GATA1, we analyzed the global transcriptomic profiles of G1E‐ER4 cells with SREBP2 overexpression or EST stimulation, respectively, compared with that of blank vector control. As expected, cholesterol biosynthesis related‐genes and GATA1 target genes are significantly regulated after SREBP2 overexpression and stimulation, respectively (Figure S6A,B, Supporting Information). Surprisingly, the subsequent differential expression analysis showed that 4979 (72.8%) differential genes were shared by SREBP2 overexpression and EST treatment (1.2‐fold change cutoff) (Figure S6C, Supporting Information). Among these overlapped genes, only 80 (1.6%) genes were oppositely regulated (significantly upregulated by SREBP2 but showed down‐regulation in cells with EST treatment) (Figure S6C, Supporting Information). However, DAVID analysis of genes oppositely regulated in both groups with onefold change cutoff indicated that erythroid differentiation and lipid metabolic process, as well as cholesterol biosynthesis, were among the highly enriched GO_BP terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (*P* value < 0.05, FDR< 25%) (Table S3, Supporting Information).

The fact that overexpression of SREBP2 largely mimics GATA1 activation led us to hypothesize that overexpressed SREBP2 would bind GATA1 and bring it to nucleus for trans‐activation. Indeed, we found that SREBP2 overexpression induced nuclear localization of the GATA1/ER proteins which mainly distributed in the cytoplasm of G1E‐ER4 in the absence of EST (Figure S6D, Supporting Information). Given that GATA1 interacts with and in turn represses the transcriptional activity of SREBP2, the effects of SREBP2 overexpression on the target genes may be compromised due to the activation of GATA1 induced by its overexpression. To further estimate the overlap of GATA1 and SREBP2 transcriptional targets, we performed another global transcriptome analysis in which EST stimulated G1E‐ER4 cells were overexpressed with SREBP2 or blank vector. GSEA of the transcriptome revealed numerous highly enriched GO_BP terms and KEGG pathways that were also shown in the enrichments of the gene sets from single EST treatment, including Janus kinases (JAK)/Signal transducer and activator of transcription (STAT) signaling, peroxisome proliferators‐activated receptor (PPAR) signaling, erythroid differentiation and lipid and cholesterol metabolism, suggesting that SREBP2 mediated the regulation of GATA1 on these biological processes and signaling pathways during erythroid differentiation (Figure 6E; and Tables S4 and S5, Supporting Information).

The subsequent differential expression analysis showed that 490 genes were significantly upregulated by the SREBP2 overexpression compared to that of cells transduced with blank vector upon EST stimulation (>1.5‐fold change) (Figure 6F). Among these genes, nuclear factor erythroid 2 (NFE2) is a transcription factor that cooperates with GATA1 to regulate globin gene expression.^[^ ^48^ ^]^ qPCR analysis confirmed that NFE2 mRNA level was positively regulated by SREBP2 in fetal liver erythroblasts (Figure 6G). Similar transcriptional profiles of NFE2 as well as globin genes were also observed in G1‐ER4 cells (Figure 6H,I; and Figure S6E, Supporting Information). The level of NFE2 protein but not GATA1 was also upregulated in G1E‐ER4 cells overexpressing SREBP2, compared with that of control cells (Figure 6J). Furthermore, NFE2 overexpression fully restored globin gene expression that was downregulated in G1E‐ER4 cells upon SREBP2 knockdown (Figure 6K). The transcription level of NFE2 positively correlates with that of globin genes, suggesting that the regulation of SREBP2 on the globin genes expression is dependent on NFE2.

To determine whether SREBP2 directly control NFE2 transcription, we performed a luciferase reporter assay with *NFE2* promoter. SREBP2 overexpression resulted in a marked increase of luciferase activity in 293T cells transduced with *NFE2* promoter (Figure 6L). We further analyzed chromatin occupancy of SREBP2 on the NFE2 promotor region in G1E‐ER4 cells by ChIP followed by qPCR. The ability of SREBP2 to bind to the *NFE2* promoter was significantly reduced upon inhibition of SREBP2 transcriptional activity by *β*‐estradiol‐induced GATA1 activation (Figure 6M). Collectively, these data demonstrate that SREBP2 regulates globin expression via transcriptional regulation of NFE2.

### 2.7 Excess Cholesterol Impairs Erythropoiesis In Vivo

To further confirm the importance of cholesterol homeostasis in erythropoiesis in vivo, we first put mice on a high‐cholesterol diet (HCD) for 4 weeks. HCD feeding significantly increased the serum concentration of total cholesterol (**Figure** **7**A). Compared with chow diet‐fed mice, the HCD group mice showed significantly lower red blood cell number (RBC), hemoglobin level and hematocrit (Figure 7B), while they exhibited a mild increase in white blood cell count and no difference in platelet numbers (Figure S7A, Supporting Information). Given that exchange of cholesterol with lipoproteins in serum could lead to cholesterol accumulation on RBC membranes, HCD diet may cause RBC to be more fragile and subsequently hemolysis. However, we did not observe changes in cell morphology, or osmotic fragility of red blood cells from HCD mice (Figure S7B,C, Supporting Information), suggesting the absence of a hemolytic anemia.

**Figure 7:**
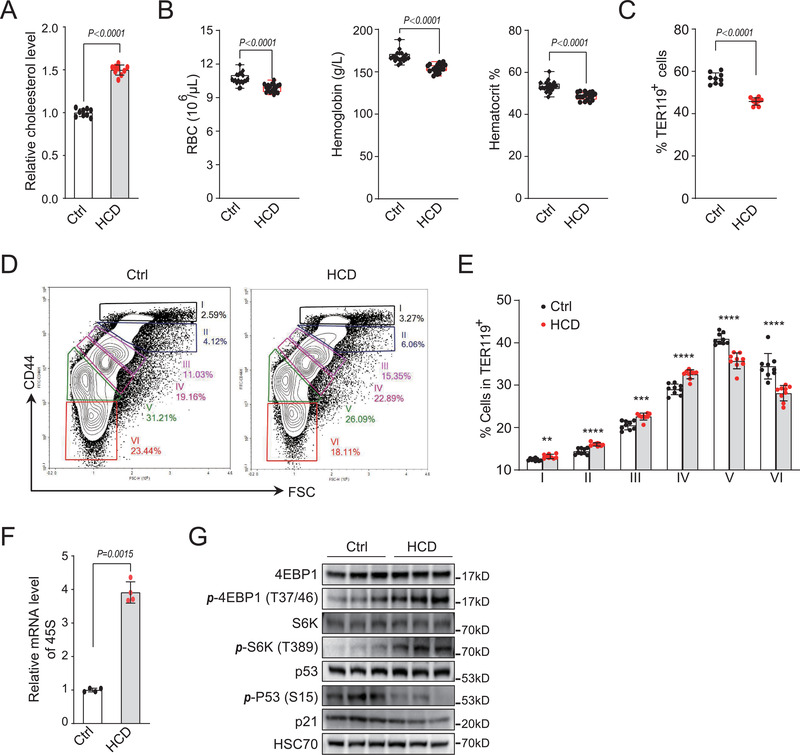
Excess cholesterol impairs erythropoiesis in vivo. A) Quantification of serum cholesterol in high cholesterol diet fed mice. C57BL/6J mice were fed on chow diets (*n* = 9) or high cholesterol diets (HCD) (*n *= 9) for 4 weeks. Both males and females were included in each group. B) Red blood cells (RBC), hemoglobin and hematocrit indices of indicated mice. Each dot represents one mouse. C) Quantification of percentage of TER119^+^ cells in bone marrow from indicated mice. Each dot represents one mouse. D) Representative flow cytometric profiles of erythroid populations based on CD44 and TER119 expression from C). Populations I to VI represent the least differentiated to enucleated RBC. E) Quantification of percentage of indicated populations from D). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. F) Quantification of transcripts of pre‐rRNA 45S in erythroblasts from indicated mice bone marrow in A). G) Western blot analysis of indicated proteins in erythroblasts from indicated mice bone marrow in A). HSC70 was used as a loading control. An equal number of cells were loaded in each well. All *P* values were determined by unpaired two‐tailed Student's *t*‐test. See also Figures S7 and S8 (Supporting Information).

HCD mice showed normal body weight and a mildly enlarged spleen (Figure S7D,E, Supporting Information). The percentage of total TER119^+^ erythroid cells in bone marrow was significantly decreased in HCD fed mice compared with chow diet mice (Figure 7C). The defective erythropoiesis of bone marrow under the HCD condition is further characterized by the increase of nucleated erythroblasts and dramatically reduced reticulocytes and mature red blood cells in HCD mouse bone marrow, using CD44 and forward scatter to divide erythroid cells into different developmental stages (Figure 7D,E).^[^ ^49^ ^]^ To further confirm the defects in erythropoiesis in HCD mice, we induced stress erythropoiesis by phenylhydrazine (PHZ) administration.^[^ ^50^ ^]^ HCD mice exhibited more profound decreases in RBC, HCT, and Hb levels and subsequent delayed recovery after PHZ administration compared with control mice (Figure S7F, Supporting Information). TER119^+^ erythroid cells were also markedly decreased in HCD mouse bone marrow on day 9 post‐PHZ treatment, concomitant with increased nucleated erythroblasts and a decreased proportion of enucleated subsets (Figure S7G,H, Supporting Information). In addition, the percentage and cell number of hematopoietic stem and progenitor cells (HSPCs) were increased in bone marrow from HCD fed mice compared with that of chow diet mice, which is consistent with previous studies^[^ ^51^, ^52^ ^]^ (Figure S7I, Supporting Information). Common myeloid progenitors (CMPs) differentiated from HSPCs commit two distinct lineage biases: granulocyte‐macrophage progenitors (GMPs) and megakaryocyte‐erythrocyte progenitors (MEPs).^[^ ^53^ ^]^ The CMPs showed no change in bone marrow upon cholesterol diet feeding, whereas MEPs were increased with a compromise of GMPs in HCD mice compared with chow diet control (Figure S7J, Supporting Information). These data suggest that high cholesterol diet feeding impaired the normal hematopoiesis and induced lineage‐biased differentiation.

We also evaluated the effect of loss of LDLR on erythropoiesis which had been proved to elevate plasma cholesterol levels.^[^ ^54^, ^55^ ^]^ Indeed, the serum concentration of total cholesterol was significantly increased in LDLR KO mice compared with their WT littermates (Figure S8A,B, Supporting Information). Similar to that of high cholesterol diet feeding, loss of LDLR induced mild reduction of RBC and hemoglobin level, defective erythropoiesis in bone marrow, and mild splenomegaly (Figure S8C–G, Supporting Information). These data further supported that high cholesterol impaired the erythropoiesis in vivo.

### 2.8 Disruption of Cholesterol Synthesis Impairs Normal Erythropoiesis In Vivo

To assess the effect of cholesterol biosynthesis inhibition on the erythropoiesis in vivo, we pretreated mice with fatostatin and then challenged them with PHZ (Figure S9A, Supporting Information). These mice presented no obvious difference in red blood cell counts after 3‐days fatostatin treatment (day 0 in Figure S9B, Supporting Information). Interestingly, fatostatin treated mice exhibited a reduced capacity for erythropoiesis after PHZ administration (Figure S9B–D, Supporting Information). Moreover, fatostatin‐treated mice suffered from more serious splenic stress erythropoiesis (Figure S9E,F, Supporting Information). The percentage of nucleated erythroblasts in spleen from fatostatin‐treated mice was markedly increased due to stress erythropoiesis (Figure S9G, Supporting Information).

To further confirm the role of cholesterol biosynthesis in erythropoiesis, we performed bone marrow transplantation with lineage‐negative cells transduced with SREBP2 shRNA coexpressing GFP. SREBP2‐knockdown cell transplanted mice showed obvious anemia characterized by significantly lower RBC, hemoglobin level, and hematocrit and increase of immature reticulocytes in peripheral blood (**Figure** **8**A; and Figure S9H, Supporting Information). TER119^+^ erythroid cells derived from SREBP2 knockdown bone marrow was significantly decreased compared with control mice (Figure 8B; and Figure S9I,J, Supporting Information). Furthermore, these mice showed normal body weight but a significantly enlarged spleen (Figure 8C). The percentage of total TER119^+^ erythroid cells in spleen was significantly increased in SREBP2 knockdown mice, owing to increased nucleated erythroblasts and immature reticulocytes (Figure 8D,E).

**Figure 8:**
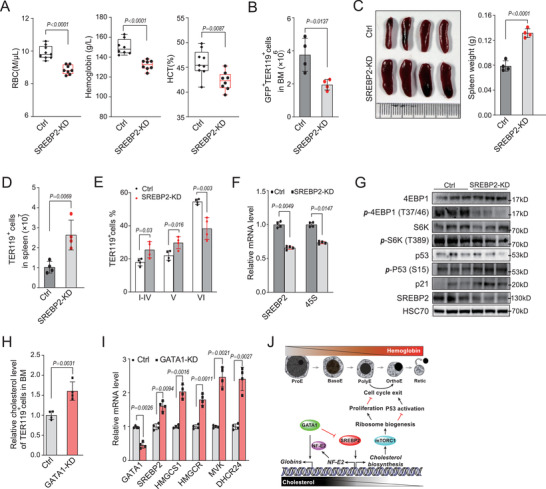
Disruption of cholesterol synthesis impairs the erythroblasts differentiation in vivo. A) Red blood cells (RBC), hemoglobin and hematocrit indices of indicated mice. Each dot represents one mouse. B) Quantification of percentage of GFP^+^ TER119^+^ cells in bone marrow from indicated mice (Control, *n* = 4; SREBP2‐KD, *n* = 4). C) Photomicrographs of spleens and statistical analysis of the spleen weight from indicated mice are shown in B). D) Quantification of percentage of TER119^+^ cells in spleen from indicated mice. E) Quantification of indicated populations in TER119^+^ erythroid cells from indicated mice spleen in D). F) Quantification of transcripts of pre‐rRNA 45S and SREBP2 in erythroblasts from indicated mice bone marrow in B). G) Western blot analysis of indicated proteins in erythroblasts from indicated mice bone marrow in B). HSC70 was used as a loading control. An equal number of cells were loaded in each well. H) Intracellular cholesterol levels were analyzed by flow cytometry based on the intensity of Filipin III staining of TER119^+^ cells from indicated mice. I) Quantification of transcripts of indicated genes in erythroblasts from indicated mice bone marrow. J) Schematic diagram of fine‐tuning of cholesterol homeostasis emerges as a key mechanism for regulating erythropoiesis. All *P* values were determined by unpaired two‐tailed Student's *t*‐test. See also Figures S9 and S10 (Supporting Information).

Consistent with our in vitro findings, we found that SREBP2 knockdown mice and fatostain‐treated mice showed down‐regulation of 45S rRNA, decreased phosphorylation of 4EBP1 and S6K and increased phosphorylation of p53 and its transcriptional target p21 (Figure 8F,G; and Figure S9K,L, Supporting Information). However, reverse effects on these signaling were observed in HCD mice, including up‐regulation of 45S rRNA, mTORC1 activation, up‐regulation of ribosome biogenesis, and p53 inactivation (Figure 7F,G). These data demonstrate that disruption of cholesterol homeostasis impairs erythropoiesis in vivo via the cholesterol/mTORC1/ribosome biogenesis axis and p53 activation.

### 2.9 GATA1 Inactivation Leads to Defect of Erythropoiesis but Enhanced SREBP2 Activity In Vivo

To further confirm the role of GATA1 in the regulation of SREBP2 in vivo, we performed bone marrow transplantation with lineage‐negative cells transduced with GATA1 shRNA coexpressing GFP. GATA1‐knockdown cell transplanted mice showed significantly reduced RBC, hemoglobin level, and hematocrit (Figure S10A, Supporting Information). TER119^+^ erythroid cells derived from GATA1 knockdown bone marrow was significantly decreased compared with control mice (Figure S10B–D, Supporting Information). Furthermore, these mice showed normal body weight but a mildly enlarged spleen (Figure S10E, Supporting Information). The percentage of total TER119^+^ erythroid cells in spleen was significantly increased in GATA1 knockdown mice, owing to increased immature reticulocytes (Figure S10F,G, Supporting Information). Consistent with our in vitro findings, we found that GATA1 knockdown mice showed up‐regulation of SREBP2 and cholesterol biosynthetic genes (Figure 8H), and increase of cholesterol levels of TER119^+^ cells from both bone marrow (Figure 8I) and spleen (Figure S10H, Supporting Information).

## 3 Discussion

In this study, we have uncovered a critical role for cholesterol homeostasis in terminal erythropoiesis: disrupting intracellular cholesterol levels interfered with terminal erythroid differentiation and resulted in anemia. On the other hand, we have shown that cholesterol biosynthesis is downregulated in the late stages of terminal erythroid differentiation, leading to the gradual reduction in intracellular cholesterol levels (Figure 4). This is consistent with the widespread downregulation of gene expression, with the exception of red blood cell‐related genes.^[^ ^56^ ^]^ Reduced cholesterol in later stages functions as a brake for cell proliferation, to promote cell cycle exit that is crucial for enucleation (Figure 2). Moreover, cholesterol biosynthesis is an energetically expensive process requiring significant inputs from acetyl‐CoA, ATP, oxygen, and the reducing factors Nicotinamide adenine dinucleotide phosphate (NADPH) and nicotinamide adenine dinucleotide (NADH).^[^ ^1^ ^]^ Downregulation of cholesterol biosynthesis provides an energy‐saving strategy for the major actions of terminal erythroid maturation including enucleation. Together, our work demonstrates that fine‐tuning of cholesterol homeostasis emerges as a key mechanism for erythropoiesis regulation (Figure 8J).

Ribosome biogenesis is an essential cellular process, and its regulatory role in erythropoiesis has been implied by the pathological states in macrocytic anemia, such as Diamond–Blackfan anemia or acquired 5q‐ syndrome that are caused by point mutations or deletions in ribosomal proteins.^[^ ^40^ ^]^ It has been documented that ribosome levels regulate translation of select transcripts and erythroid lineage commitment.^[^ ^57^ ^]^ Furthermore, ribosome biogenesis is downregulated when cells enter the late stages of erythroid maturation in human and mouse models, where erythroblasts are switched from proliferation to differentiation.^[^ ^58^, ^59^ ^]^ Notably, our study revealed a dynamic change in ribosome biogenesis that is increased at the early stages, followed by a decrease toward later stage of erythropoiesis. Consistent with our findings, a recent study using an in vitro human erythroblast culture system also reported that ribosome biogenesis is abruptly interrupted by a drop in rDNA transcription and collapse of ribosomal protein neo‐synthesis during terminal erythropoiesis, coinciding with p53 activation.^[^ ^60^ ^]^ Premature inhibition of ribosome biogenesis induced by RNA polI inhibitor CX‐5461 resulted in p53 activation that drove cell cycle arrest of erythroblasts, suggesting that ribosome biogenesis downregulation may function as a brake for cell proliferation to promote cell cycle exit during normal erythroid differentiation. In line with this, increase of 45S rRNA transcription characterized by the elevated 45S rRNA transcription, concomitant with inhibition of p53 activation and p21 expression, led to enhanced cell proliferation and continuous cell cycling induced by excess cholesterol, which is markedly restored by CX‐5461 (Figure 3). Taken together, our data provides strong evidence that the timing of ribosome biogenesis extinction and p53 activation are crucial for normal terminal erythroid differentiation.

mTORC1 has been shown to play distinct roles at different stages of erythropoiesis, and its perturbations result in anemia.^[^ ^61^, ^62^ ^]^ The requirements of mTORC1 activation for erythroid progenitor proliferation and mTORC1 inhibition for terminal enucleation are highly relevant with our findings. It is possible that high levels of cholesterol activate mTORC1 and subsequent ribosome biogenesis to enhance protein and lipid synthesis that are required for the rapid cell divisions in the early stage of terminal differentiation, while lower cholesterol inhibits mTORC1 activity and ribosome biogenesis and activates p53, thereby coordinating termination of cell proliferation and cell cycling in the later stage of erythroid differentiation. Our study revealed the role of the cholesterol/mTORC1/ribosome biogenesis axis in control of cell proliferation and cycling in erythropoiesis, providing new insights into the functions of lipid metabolism in erythropoiesis. We did not exclude the possibility that intermediate products (and not cholesterol) from the cholesterol synthesis pathway regulates erythroid differentiation during primitive erythropoiesis. Indeed, isoprenoids have been reported to regulate erythropoiesis by modulating the expression of the GATA1 transcription factor.^[^ ^22^ ^]^

We also show that GATA1 binds SREBP2 to downregulate cholesterol biosynthesis that is required for the terminal erythropoiesis. This is consistent with the increased GATA1 expression as cell differentiates from the CFU‐E to orthochromatic erythroblast stages.^[^ ^63^ ^]^ Thus, GATA1 per se may actively regulate the cell cycle exit and reduction of cell size through inhibition of SREBP2‐mediated cholesterol biosynthesis. Since SREBP1 and SREBP2 are 47% identical, it will be interesting to determine whether GATA1 can also bind and inhibit SREBP1 activity to reduce fatty acid synthesis and thus phospholipid level of cell membranes.^[^ ^22^ ^]^ Furthermore, our data identifies that SREBP2 directly regulates NFE2 expression by binding to its promoter. Given the importance of maintaining the balance of globin and heme during erythroid differentiation,^[^ ^64^, ^65^ ^]^ a GATA1/SREBP2/NFE2 axis provides a feedback loop to regulate the globin expression, which protects late stage erythroblasts from overproduced globin.

GATA family of transcription factors play complex and widespread roles in cell fate decisions and tissue morphogenesis.^[^ ^66^ ^]^ GATA factors binding GATA sequence motifs via a highly conserved dual zinc‐finger domain, are essential for the development of tissues derived from all three germ layers, including the skin, brain, gonads, liver, hematopoietic, cardiovascular, and urogenital systems.^[^ ^67^, ^68^ ^]^ Similar regulatory mechanisms cholesterol homeostasis via GATAs binding SREBP2 could also occur in these cell types. Our study may shed light on the possible mechanisms by which cells switch from proliferation to differentiation in these developmental systems.^[^ ^69^ ^]^

In summary, our study has identified a critical role for cholesterol homeostasis during erythroblast differentiation, which may provide clues for the pathogenesis of erythroid related diseases of unknown etiology. This is especially relevant in patients with high‐erythropoietic activity anemia and myelodysplastic syndromes in which a failure of cell cycle exit is one of the key features of dyserythropoiesis.

## 4 Experimental Section

### Mice and Treatment

C57BL/6 and LDLR knockout mice were purchased from Charles River Laboratories (Bei Jing, China). Mice were maintained on standard rodent diet. For the high cholesterol diet feeding, the mice were switched to regular AIN‐93G rodent chow diet or AIN‐93G diet containing 2.5% purified cholesterol (Trophic, Nanjing, China). After 4 weeks, the mice were used for indicated experiments. To assess the effect of inhibition of cholesterol synthesis on the mice under PHZ‐induced stress erythropoiesis, mice were pretreated with vehicle Dimethyl sulfoxide (DMSO) or fatostatin (30 mg kg^−1^) for 3 days before PHZ injection on day 0. Mice were then subjected to daily DMSO or fatostatin injections during day 0–6. Peripheral blood was collected from the tail vein into ethylene diamine tetraacetic acid (EDTA)‐treated tubes and analyzed using a BC‐5150 (Mindray, Shenzhen, China) at different time points. All drugs were administrated by intraperitoneal injection. Both males and females at 8–10 weeks of age were included in each group.

For transplantation of SREBP2‐knockdown or GATA1‐knockdown cells, lineage negative bone marrow cells were isolated and infected with virus encoding SREBP2, GATA1, or Scramble shRNA, then transplanted into irradiated recipient mice (8–10 weeks old) by retro‐orbital injection.

All animal studies were performed in accordance with the Guidelines for the Care and Use of Laboratory Animals and were approved by the Institutional Animal Care and Use Committees at Shandong University (#19 026). Animals were euthanized using CO_2_.

### Plasmids Construction and Cell Transduction

Retroviral shRNA oligonucleotides against SREBP2, GATA1, and NFE2 were provided in Table S7 in the Supporting Information. Cloning of shRNA into MSCV‐U3‐H1 retroviral vector was performed as previously described.^[^ ^70^ ^]^ The gene overexpression plasmids were constructed by standard molecular cloning: MSCV‐SREBP2 encodes active SREBP2(1‐468aa), pLENTI‐GFP‐GATA1 encodes human GATA1 with indicated domain (FL: 1‐1239 aa; NTD: 1‐594aa; ZF: 595‐954aa; CTD: 954‐1239aa) with a GFP epitope tag, pLENTI‐FLAG‐SREBP2 encodes active human SREBP2(1‐468aa) with a FLAG tag, and pLENTI‐FLAG‐SREBP2‐FL encodes full length of human SREBP2 (1‐3387aa) with 3× FLAG tag. Generation of retroviral particles and viral infection of cells were performed as previously described.^[^ ^16^ ^]^

### Cell Culture

K562, HEK293, and HeLa cells were purchased from the Cell Bank of the Shanghai Institute for Biological Sciences, Chinese Academy of Science. G1E‐ER4 was kindly provided by Prof. Xiang Lv and Prof. Mitchell J Weiss. HEK293 and HeLa cells were cultured in Dulbecco's modified eagle medium (DMEM) medium (Gibco), and K562 cells were cultured in RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum (Biological Industries); G1E‐ER4 cells were cultured in Iscove's Modified Dulbecco's Medium (IMDM) medium (Gibco) containing 15% fetal bovine serum (FBS) (Biological Industries), 45 × 10^−6^ m monothioglycerol (Sigma), 100 ng mL^−1^ SCF (Pepro Tech) and 3 U mL^−1^ recombinant human Epo (Amgen). Lineage negative bone marrow cells were cultured in StemSpan medium (StemCell Technologies) supplemented with 10 ng mL^−1^ mouse IL‐3 (Peprotech), 10 ng mL^−1^ IL‐6 (Peprotech), 50 ng mL^−1^ mouse stem cell factor (Peprotech), and 20 µg mL^−1^ human low‐density lipoprotein (StemCell Technologies).

Purification of mouse fetal liver TER119‐negative cells (FLCs) and in vitro culture were performed as previously described.^[^ ^30^, ^31^, ^71^ ^]^ In brief, total fetal liver cells were labeled with biotin‐conjugated TER119 antibody and were purified through a StemSep column. Purified TER119 negative cells were cultured in Epo containing medium for 24 or 48 h to analyze erythroid differentiation. As for virus transduction, purified TER119 negative cells were subsequently cultured in medium containing growth factors other than erythropoietin (Epo) to maintain their progenitor stage for 12 h allowing the exogenous cDNAs or shRNAs to express, and cells were then changed to Epo medium for culture 24 or 48 h to induce cell differentiation.

### Coimmunoprecipitation

The cells were harvested and suspended in 700 µL Pierce IP lysis buffer (Thermo Fisher Scientific) supplemented with a proteinase inhibitor cocktail and incubated on ice for 30 min followed by centrifugation at 13 000 rpm for 15 min at 4 °C. The cleared cell lysates were immunoprecipitated with beads conjugated with indicated antibodies at 4 °C for 12 h. The beads were then washed with IP buffer five times and boiled at 95 °C in 2× NuPAGE LDS Sample Buffer (Thermo Fisher Scientific) for 5 min. Aliquots were analyzed by immunoblotting.

### RNA‐seq and GSEA Analysis

TER119‐negative fetal liver erythroblasts were purified and cultured in Epo medium for 30 h supplemented with or without cholesterol (40 × 10^−6^ m), then cells were immunostained with TER119 antibody and positive cells were sorted by flow cytometer (Beckman). G1E‐ER4 cells were transduced with retrovirus to express FLAG tagged, active SREBP2 (1‐468aa) (FLAG‐nSREBP2), cells were then treated with Vehicle or *β*‐estradiol (500 × 10^−9^ m) for 6 h. Total RNA was extracted using the TRIzol reagent according to the manufacturer's instructions (Invitrogen). RNA quality and quantity were determined using a Nano Drop and Agilent 2100 bioanalyzer (Thermo Fisher Scientific). RNA sequencing was conducted using the BGIseq500 platform (Shenzhen, China). The GSEA was performed using the RNA‐sequencing gene expression profiling data and GSEA software and the Molecular Signatures Database (Broad Institute, USA). RNA sequencing data that support the findings of this study were deposited in NCBI SRA under accession number GSE166153 and GSE184002.

### Flow Cytometric Assays

Single‐cell suspensions of bone marrow, spleen, or cultured fetal liver cells were prepared and stained as previously described.^[^ ^72^ ^]^ Detailed information of the antibodies used in this study is shown in Table S6 in the Supporting Information.

### Fluorescence In Situ Hybridization (FISH)

FISH was performed with a FISH Testing Regent Kit (Abiocenter, Inc, Wuxi, China) according to the manufacturer's protocol. In brief, cells were fixed with 4% paraformaldehyde and permeabilized in 95% methanol, and hybridization was performed at 37 °C for 12 h in provided buffer with 5’ETS probe conjugated to Alexa 647 (5’AGACGAGAACGCCTGACACGCACGGCAC3’). Images were obtained using an Axio Observer A1 confocal fluorescence microscope (ZEISS, Germany).

### ChIP Analysis

ChIP assay was performed with a SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology, Danvers, MA) according to the manufacturer's protocol. In brief, G1E‐ER4 cells were transduced with retrovirus to express FLAG‐nSREBP2 (1‐468aa), cells were then treated with Vehicle or *β*‐estradiol (200 × 10^−9^ m) for 3 h, fixed with 1% formaldehyde, and immuno‐precipitated with anti‐IgG or anti‐FLAG (Sigma) beads, the amount of bound DNA was quantified by quantitative PCR with different sets of primers as indicated. The primers were provided in Table S7 in the Supporting Information.

### Luciferase Reporter Assay

To evaluate the transcriptional activity of SREBP2 on the NFE2 promoter, 400 ng of the promoter plasmid pGL3‐NFE2 was co‐transfected with either expression plasmids FLAG‐SREBP2 (1‐468aa) or an empty vector. 40 ng of the pRL‐MCV plasmid (Renilla luciferase) (Promega) was included as an internal control. Plasmids were transfected with 3 µL of Lipofectamine 2000 (Thermo Fisher Scientific) into HEK293 cells in a 12‐well cell culture plate for 24 h. Dual‐Luciferase Reporter Assay System (Promega, Madison, WI) was used to determine the transcriptional activity of the promoter. The fold change of relative luciferase intensity was calculated based on the ratio of the Firefly and Renilla luciferase activities.

### Statistical Analysis

All statistical analyses were performed using Prism 8 (GraphPad Software). All data are presented as mean ± SD except where indicated otherwise. All comparisons were tested using unpaired two‐tailed Student's *t*‐test or one‐way ANOVA as described in the figure legends. A *P* value of less than 0.05 was considered statistically significant. Blinding was performed for in vitro experiments with data analysis by different operators.

Detailed information of the antibodies, reagents, and primer sequences used in this study is provided in Tables S6 and S7 (Supporting Information).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

Z.L. and L.H. contributed equally to this work. Conceptualization, J.L. and B.Z.; Investigation, Z.L., L.H., Y.L., Y.X., R.Z., Q.Z., Q.S., Y.L., and J.C.; Writing–Original Draft, Z.L., L.H., J.L., and B.Z.; Writing–Review & Editing, Y.S., J.L., and B.Z.; Funding Acquisition, Y.S., J.L. and B.Z.; Supervision, J.L. and B.Z.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Figure 1 Click here for additional data file.

Supplemental Table 1 Click here for additional data file.

Supplemental Table 2 Click here for additional data file.

Supplemental Table 3 Click here for additional data file.

Supplemental Table 4 Click here for additional data file.

Supplemental Table 5 Click here for additional data file.

## Data Availability

The Data that support the findings of this study are available in the Supporting Information of this article. The RNA‐seq data that support the findings of this study will be openly available in Gene Expression Omnibus, GEO at https://urldefense.com/v3/__https://www.ncbi.nlm.nih.gov/geo/__;!!N11eV2iwtfs!‐YoQAm1XgFFDNScFsk0UKsOWUrqUApQN3a7HUbQwlhMkCGbSjlpnQ1dndYWmb90d6C4$ , reference number GSE166153 and GSE184002.

# Supplementary material for: Fine‐Tuning of Cholesterol Homeostasis Controls Erythroid Differentiation
**Source:** Adv Sci (Weinh). 2021 Nov 5;9(2):2102669. doi: 10.1002/advs.202102669
**Supplement:** Supplementary file 2 — Supplemental Figure 1

Fig. S1 supplemental

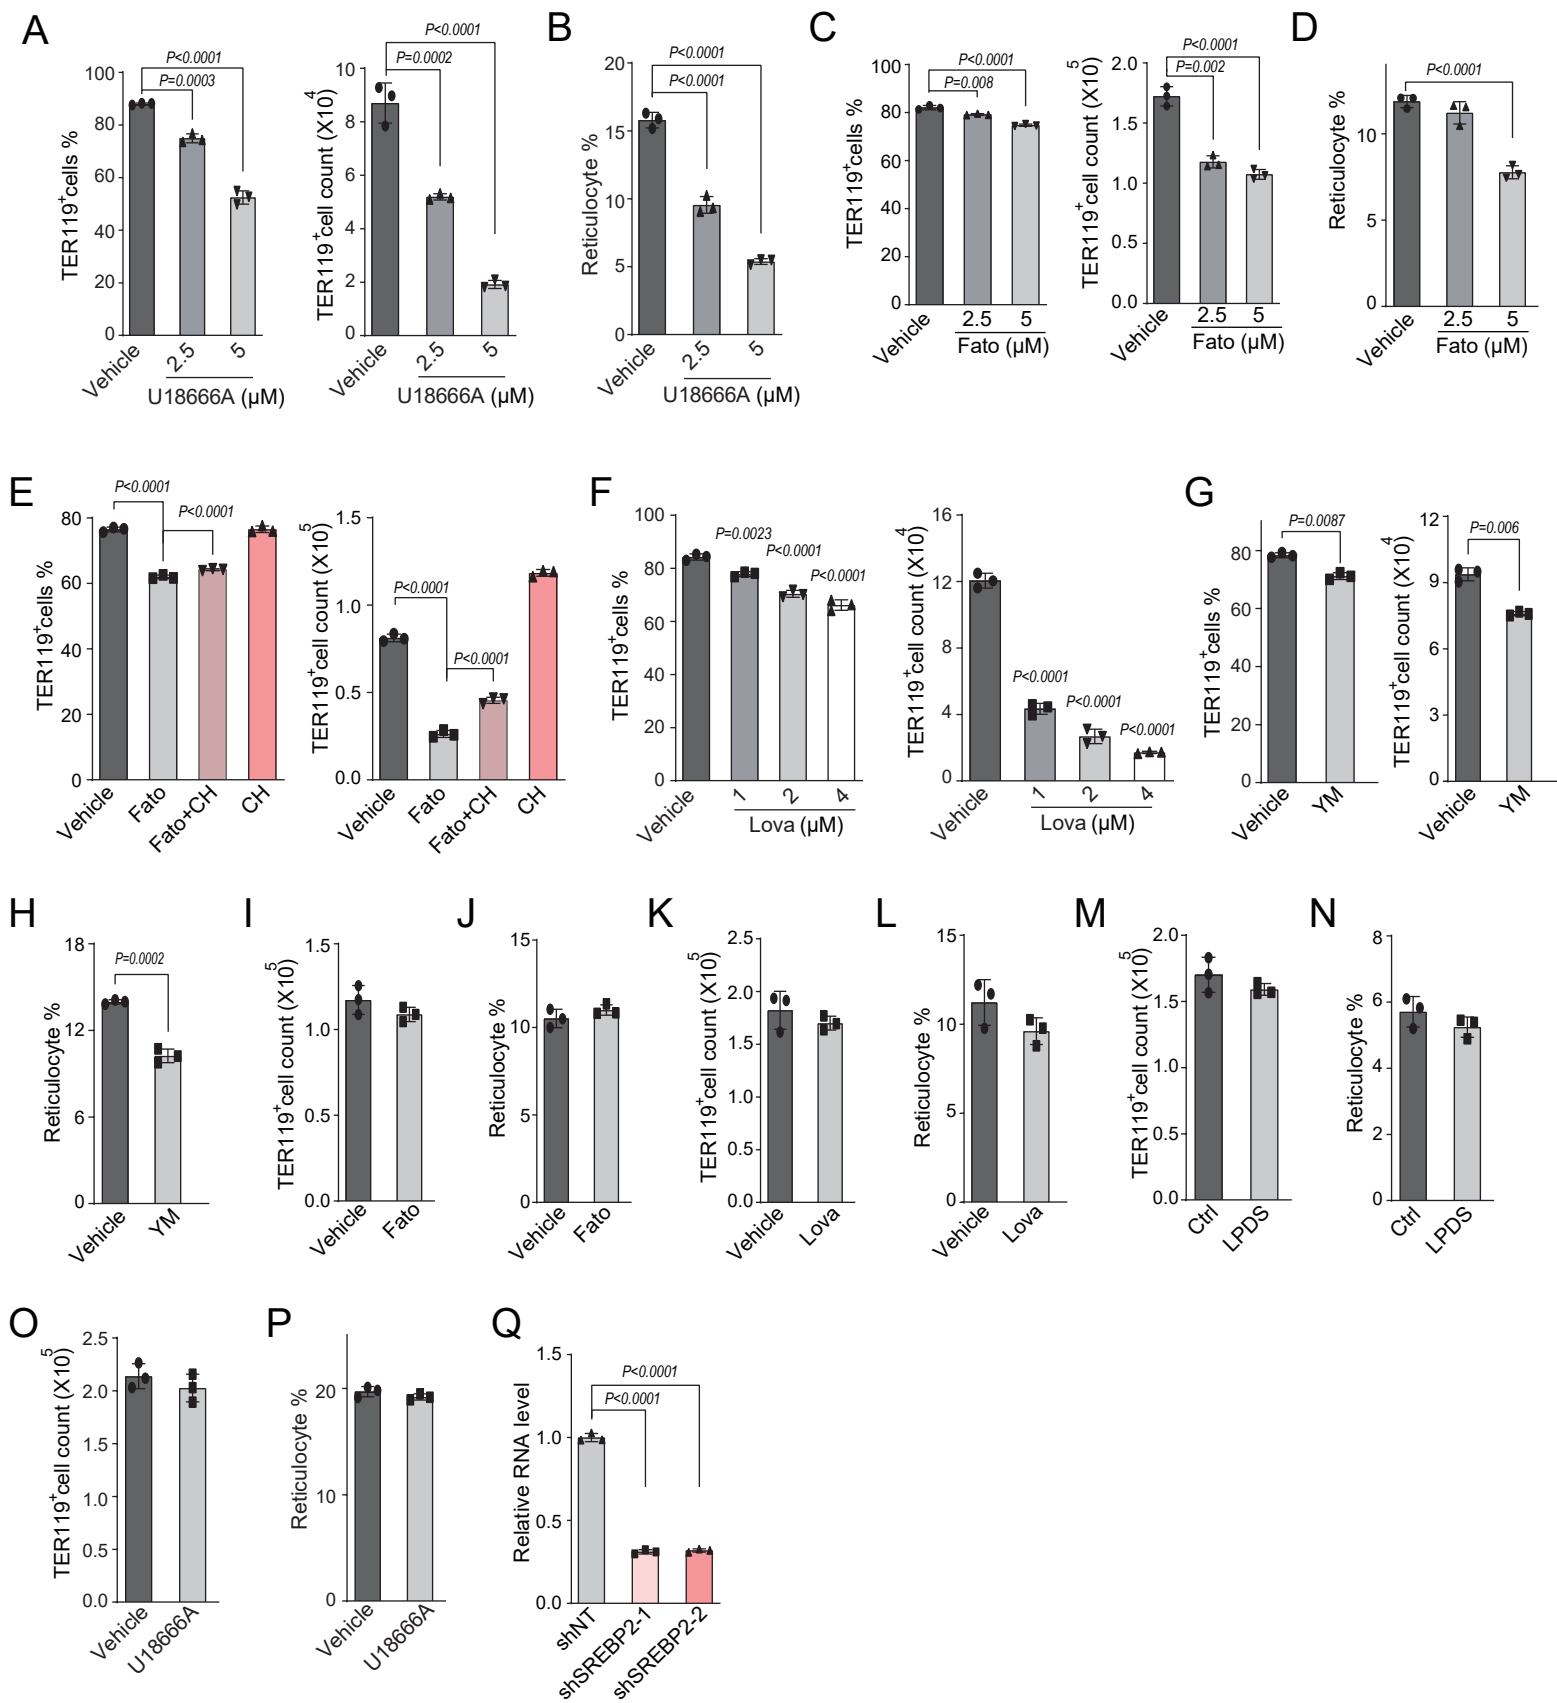

**Figure S1 Inhibition of cholesterol biosynthesis affects normal terminal erythroid differentiation, related to Figure 1.**

(A) Quantification of percentage (left) and cell number of TER119<sup>+</sup> cells (right) in differentiated erythroblasts after treatment with U18666A for 24 h. FLCs were purified and cultured in Epo containing medium. (B) Statistical analysis of the percentage of reticulocytes after treatment with U18666A for 48 h. FLCs were purified and cultured in Epo containing medium. (C) Quantification of percentage (left) and cell number of TER119<sup>+</sup> cells (right) in differentiated erythroblasts after treatment with fatostatin for 24 h. (D) Statistical analysis of reticulocytes after FLCs were treated with fatostatin for 48 h. (E) Quantification of percentage (left) and cell number of TER119<sup>+</sup> cells (right) in differentiated erythroblasts after treatment with indicated compounds for 24 h. FLCs were cultured as in (A). CH indicated cholesterol. (F) FLCs were cultured with or without indicated dose of lovastatin for 24 h, and percentage (left) and number of TER119<sup>+</sup> cell (right) was measured by flow cytometry. (G-H) FLCs were cultured in Epo containing medium and treated with YM53601. Percentage and cell number of TER119<sup>+</sup> cells (G) were measured by flow cytometry at 24 h. Percentage of reticulocytes (H) was measured by flow cytometry at 48 h using TER119 and Hoechst staining. (I-P) FLCs were cultured in Epo containing medium for 30 h, then cells were treated with fatostatin (I-G), lovastatin (K-L), Lipoprotein deficient serum (LPDS, M-N), or U18666A (O-P) for additional 18 h, cell number of TER119<sup>+</sup> cell and percentage of reticulocytes were analyzed by flow cytometry. (Q) Quantification of the mRNA expression of *SREBP2* in cells from Figure 1G. *P* values were determined by using unpaired two-tailed Student's t-test (G, H) or 1-way ANOVA with Tukey's multiple comparisons test (A-F, Q). Data are presented as mean  $\pm$  SD from three independent experiments.

Fig. S2 supplemental

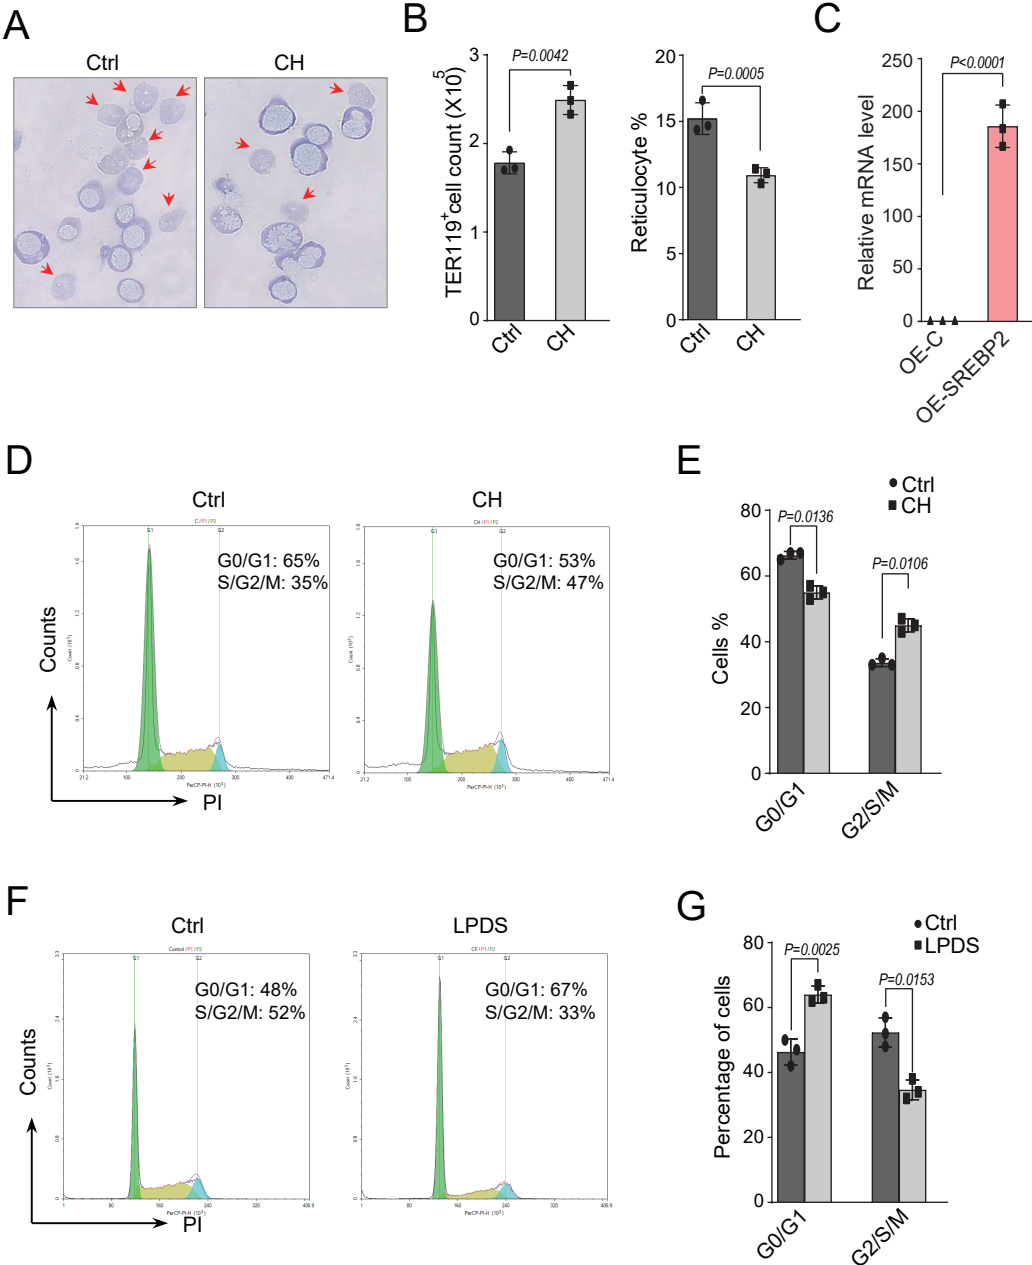

**Figure S2 Excess cholesterol disrupts normal cell cycle process and erythroid differentiation in the late stages of terminal erythropoiesis, related to Figure 2.**

(A) Morphologic analysis of erythroid differentiation after *in vitro* culture for 48 h by benzidine-Giemsa staining. Ctrl: control; CH: cholesterol. Arrows indicated reticulocytes. (B) FLCs were cultured in Epo medium for 30 h, and then treated with or without cholesterol (40  $\mu$ M) for additional 18 h. Cell number of TER119<sup>+</sup> cells and percentage of reticulocytes were analyzed by flow cytometry using TER119 and Hoechst staining. (C) Quantification of the mRNA expression of human *SREBP2* in cells from Figure 2E. (D) Representative cell cycle profiles of erythroblasts after 30 h of *in vitro* culture with or without cholesterol (40  $\mu$ M). Cell cycle was analyzed by flow cytometry using propidium iodide staining. Percentage of cells in indicated phases is shown. (E) Quantification of cells in indicated phases from (D). (F) Representative cell cycle profiles of erythroblasts after 30 h of *in vitro* culture with normal FBS (Ctrl) or lipoprotein deficient serum (LPDS). (G) Quantification of cells in indicated phases from (F). All *P* values were determined by unpaired two-tailed Student's *t*-test. Data are presented as mean  $\pm$  SD from three independent experiments.

Fig. S3 supplemental

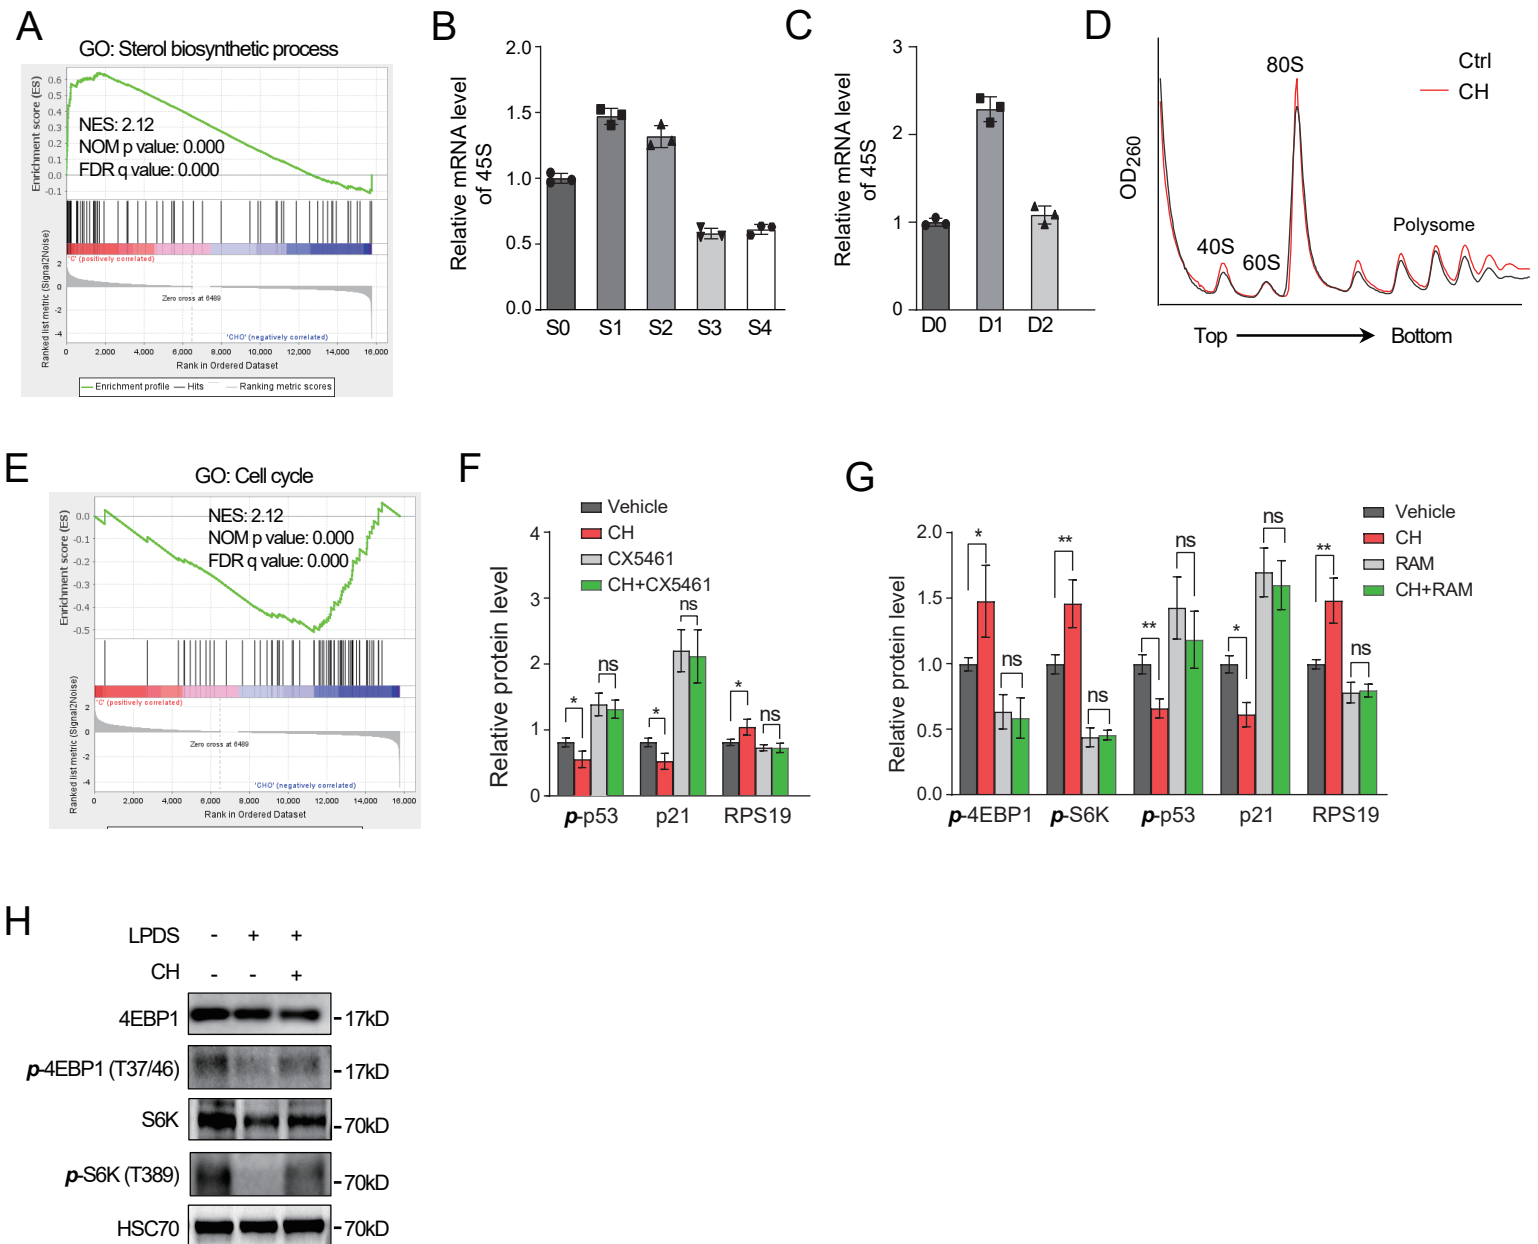

**Figure S3 Ribosome biogenesis is downregulated during terminal erythropoiesis, related to Figure 3.**

(A) Gene Set Enrichment Analysis of sterol biosynthetic pathway in erythroblasts treated by cholesterol (CH, 40  $\mu$ M) or vehicle (control, Ctrl). Cell was treated as in Figure 3A. (B) Quantification of pre-rRNA 45S transcripts in E14.5 mouse fetal liver cells shown as in Figure 4D. (C) Quantification of pre-rRNA 45S transcripts in cultured erythroblasts. D0 to D2 indicate different days of TER119 negative mouse fetal liver erythroblasts *in vitro* culture. (D) Polysome profiling from cells treated as in Figure 3C. (E) Gene Set Enrichment Analysis of cell cycle pathway in erythroblasts treated by cholesterol (CH, 40  $\mu$ M) or vehicle (control, Ctrl). Cell was treated as in Figure 3A. (F) Quantification of relative protein levels of Figure 3I. (G) Quantification of relative protein levels of Figure 3J. (H) Western blot analysis of indicated proteins in erythroblasts after 30 h of *in vitro* culture with lipoprotein deficient serum (LPDS) or plus with cholesterol (CH, 40  $\mu$ M). HSC70 was used as a loading control. An equal number of cells were loaded in each well. All *P* values were determined by unpaired two-tailed Student's *t*-test. Data are presented as mean  $\pm$  SD from three independent experiments.

Fig. S4 supplemental

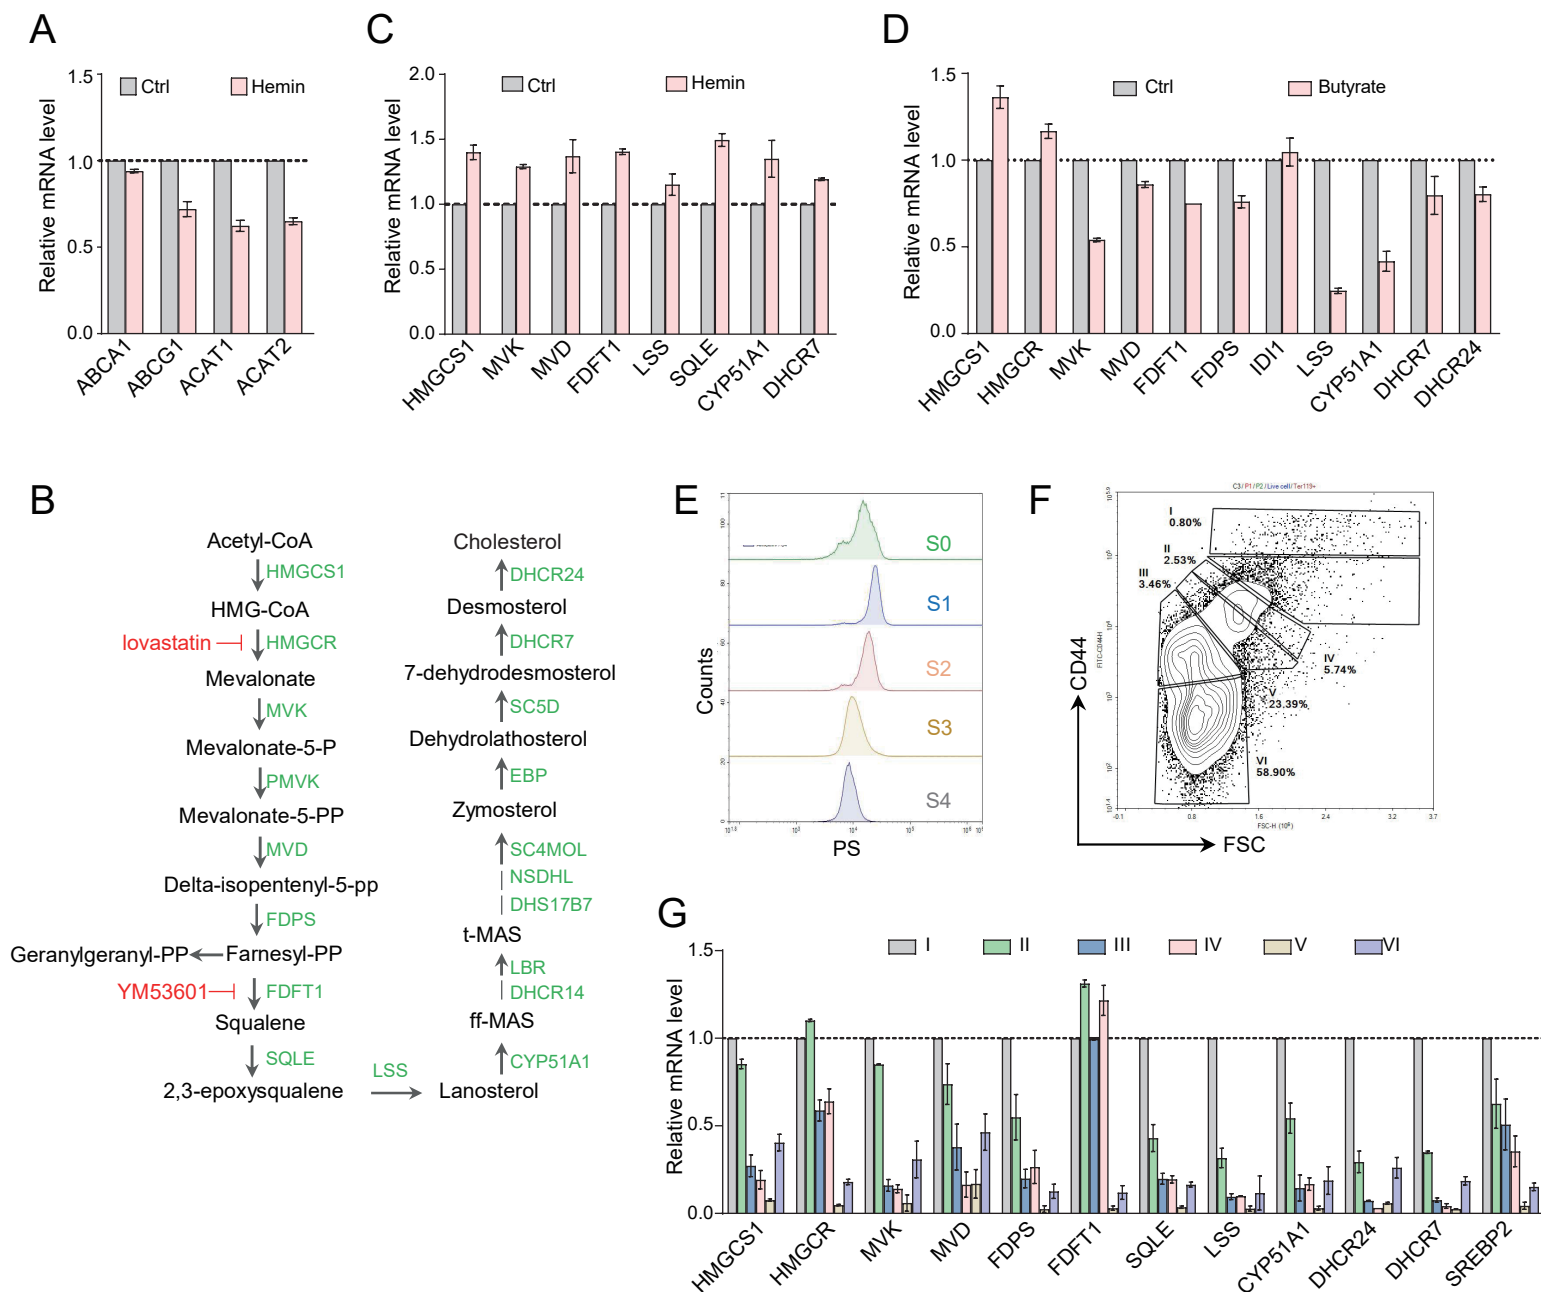

**Figure S4 Cholesterol synthesis is down-regulated during terminal erythroid differentiation, related to Figure 4.**

(A) Quantification of the mRNA level of indicated genes in K562 cells after incubation of hemin for 24 h. (B) Schematic diagram of cholesterol biosynthesis pathway. Cholesterologenic enzymes and relative inhibitors are highlighted in green and red respectively. (C) Quantification of the mRNA level of indicated genes in Hela cells after incubation of hemin (40  $\mu$ M) for 24 h. (D) Quantification of the mRNA level of genes encoding cholesterologenic enzymes in K562 cells after incubation of butyrate (1 mM) for 48 h. (E) Representative flow cytometric profiles of cellular phosphatidylserine in indicated cells as in Figure 4D using annexin V staining. (F) Representative flow cytometric profiles of erythroid populations at different developmental stages in bone marrow. Cells were gated based on cell size and CD44 expression. Populations I to VI represent the least differentiated to enucleated RBC. (G) Quantification of the mRNA expression of indicated genes in cells sorted according to (F). Transcripts were normalized to 18S ribosomal RNA. Data are presented as mean  $\pm$  SD from three independent experiments.

Fig. S5 supplemental

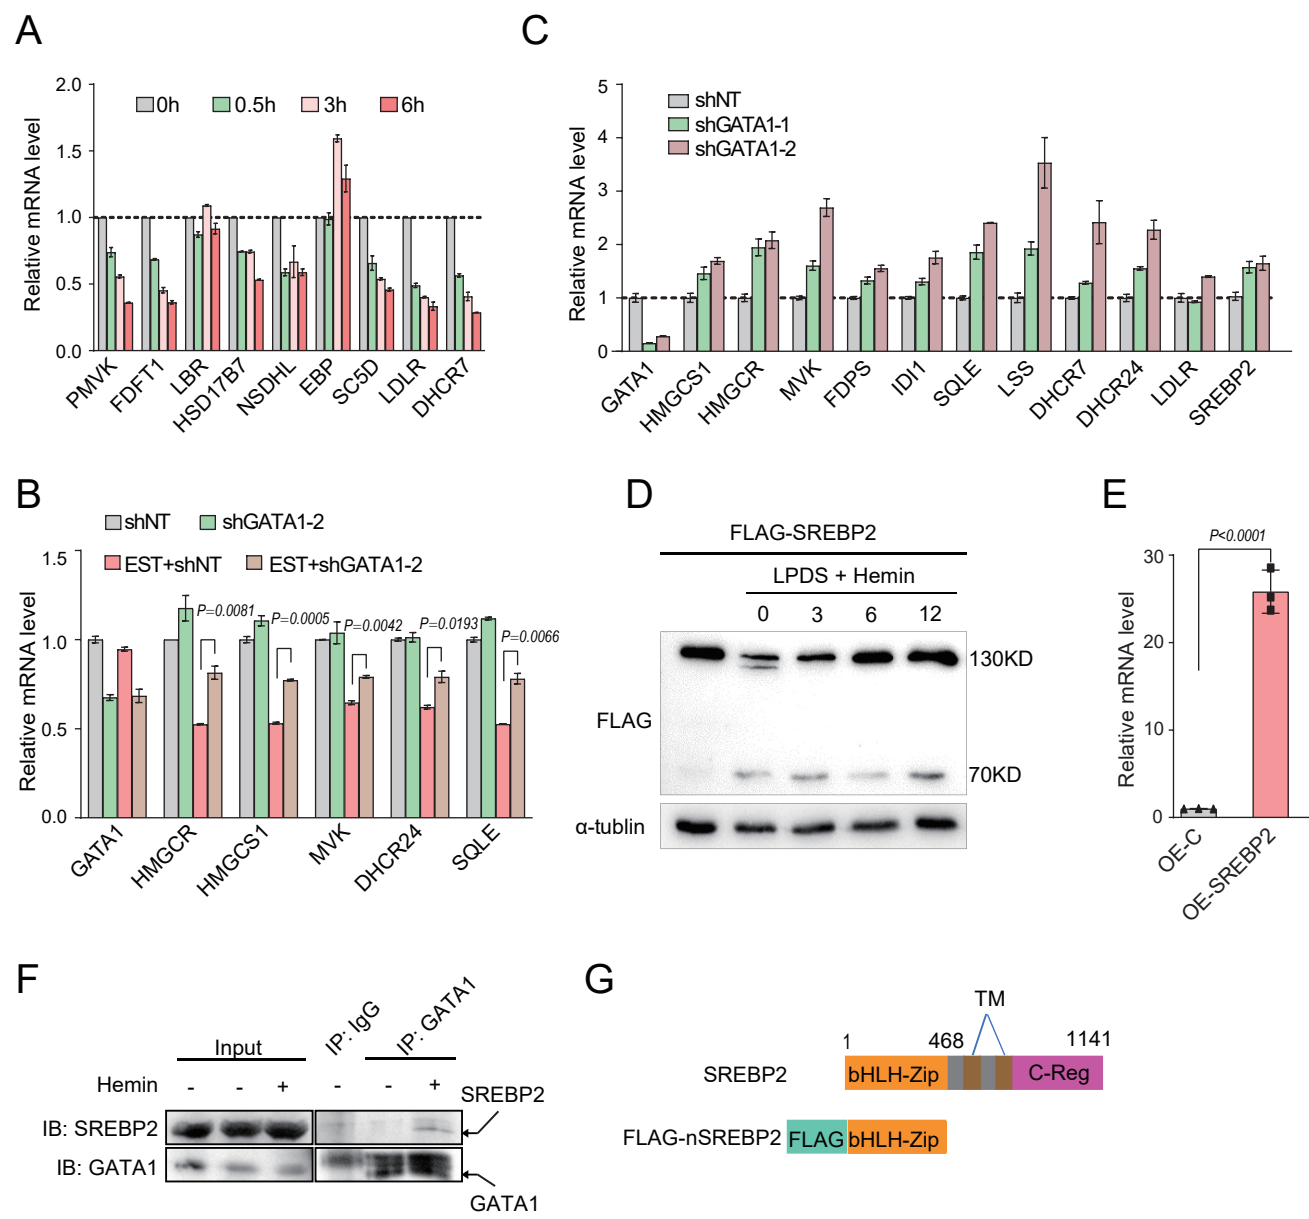

**Figure S5 GATA1 downregulates cholesterol biosynthesis, related to Figure 5.**

(A) Quantification of indicated genes in G1-ER4 cells after induction of  $\beta$ -estradiol (EST, 500 nM). Data are presented as mean  $\pm$  SD from three independent experiments. (B) Quantification of indicated genes in G1-ER4 cells with GATA1 knockdown. shGATA1-2 represented a different shRNA targeting GATA1 with the one used in Figure 5B. (C) K562 cells were transduced with lentivirus encoding GATA1 shRNA and the mRNA expression of *GATA1* and cholesterol synthesis related genes were analyzed by quantitative PCR. (D) Immunoblot analysis of SREBP2 activation in K562 cells. K562 cells stably expressing FLAG-nSREBP2 were cultured with normal FBS or lipoprotein deficient serum (LPDS) supplemented with 5  $\mu$ M lovastatin, and then incubated with 40  $\mu$ M hemin or vehicle for indicated time. (E) Quantification of the mRNA expression of human SREBP2 in cells from Figure 5C. (F) Co-IP of endogenous SREBP2 and GATA1 in K562 cells with or without incubation of hemin. (G) Structure of full-length and active SREBP2. TM: transmembrane; bHLH-Zip: basic helix-loop-helix; C-reg: c-regulatory. Transcripts were normalized to 18S ribosomal RNA. *P* value was determined by unpaired two-tailed Student's *t*-test. Data are presented as mean  $\pm$  SD from three independent experiments.

Fig. S6 supplemental

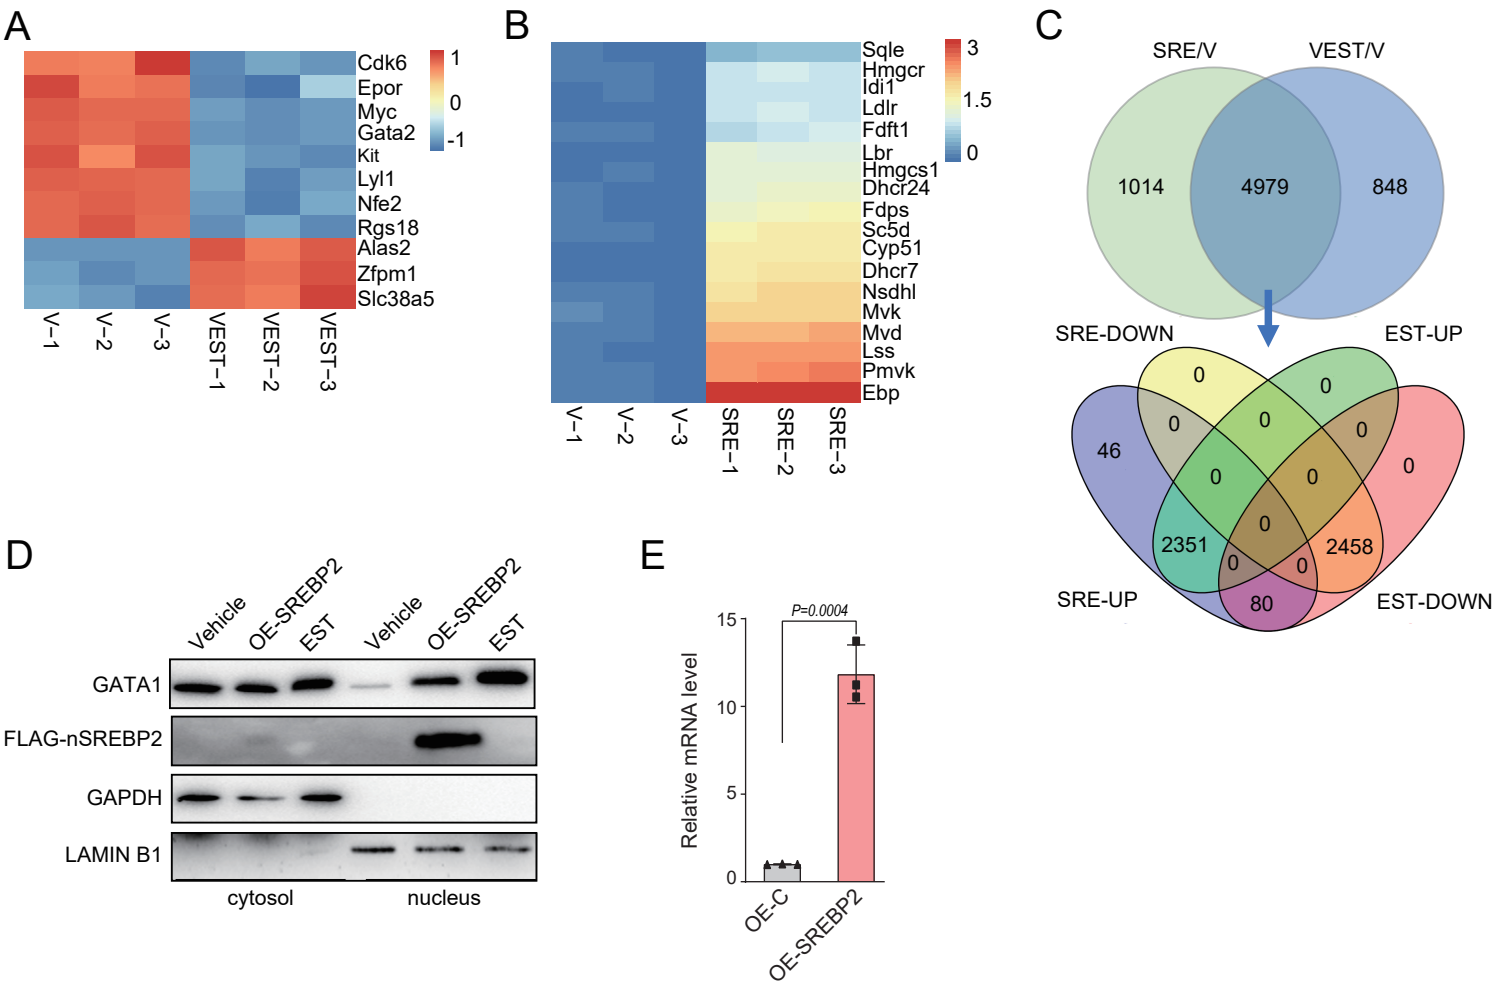

**Figure S6 Transcriptional control of NFE2 by SREBP2 contributes to the regulation of globin expression GATA1 downregulates cholesterol biosynthesis, related to Figure 6.**

(A) A heatmap of representative GATA1 target genes with or without EST stimulation (n=3, adjusted p value [p-adj] < 0.05). (B) A heatmap of the genes encoding cholesterologenic enzymes upregulated by SREBP2 overexpression (n=3, adjusted p value [p-adj] < 0.05). (C) Venn diagram indicated the number of differential genes and common genes between SREBP2 overexpression and EST treatment (1.2-fold change cutoff). (D) Immunoblot analysis of nuclear localization of the GATA1/ER proteins induced by SREBP2 overexpression or EST. GAPDH and Lamin B1 were the endogenous markers for cytosolic and nuclear proteins. (E) Quantification of the mRNA expression of human *SREBP2* in cells from Figure 6C. Transcripts were normalized to 18S ribosomal RNA. *P* value was determined by unpaired two-tailed Student's t-test. Data are presented as mean ± SD from three independent experiments.

Fig. S7 supplemental

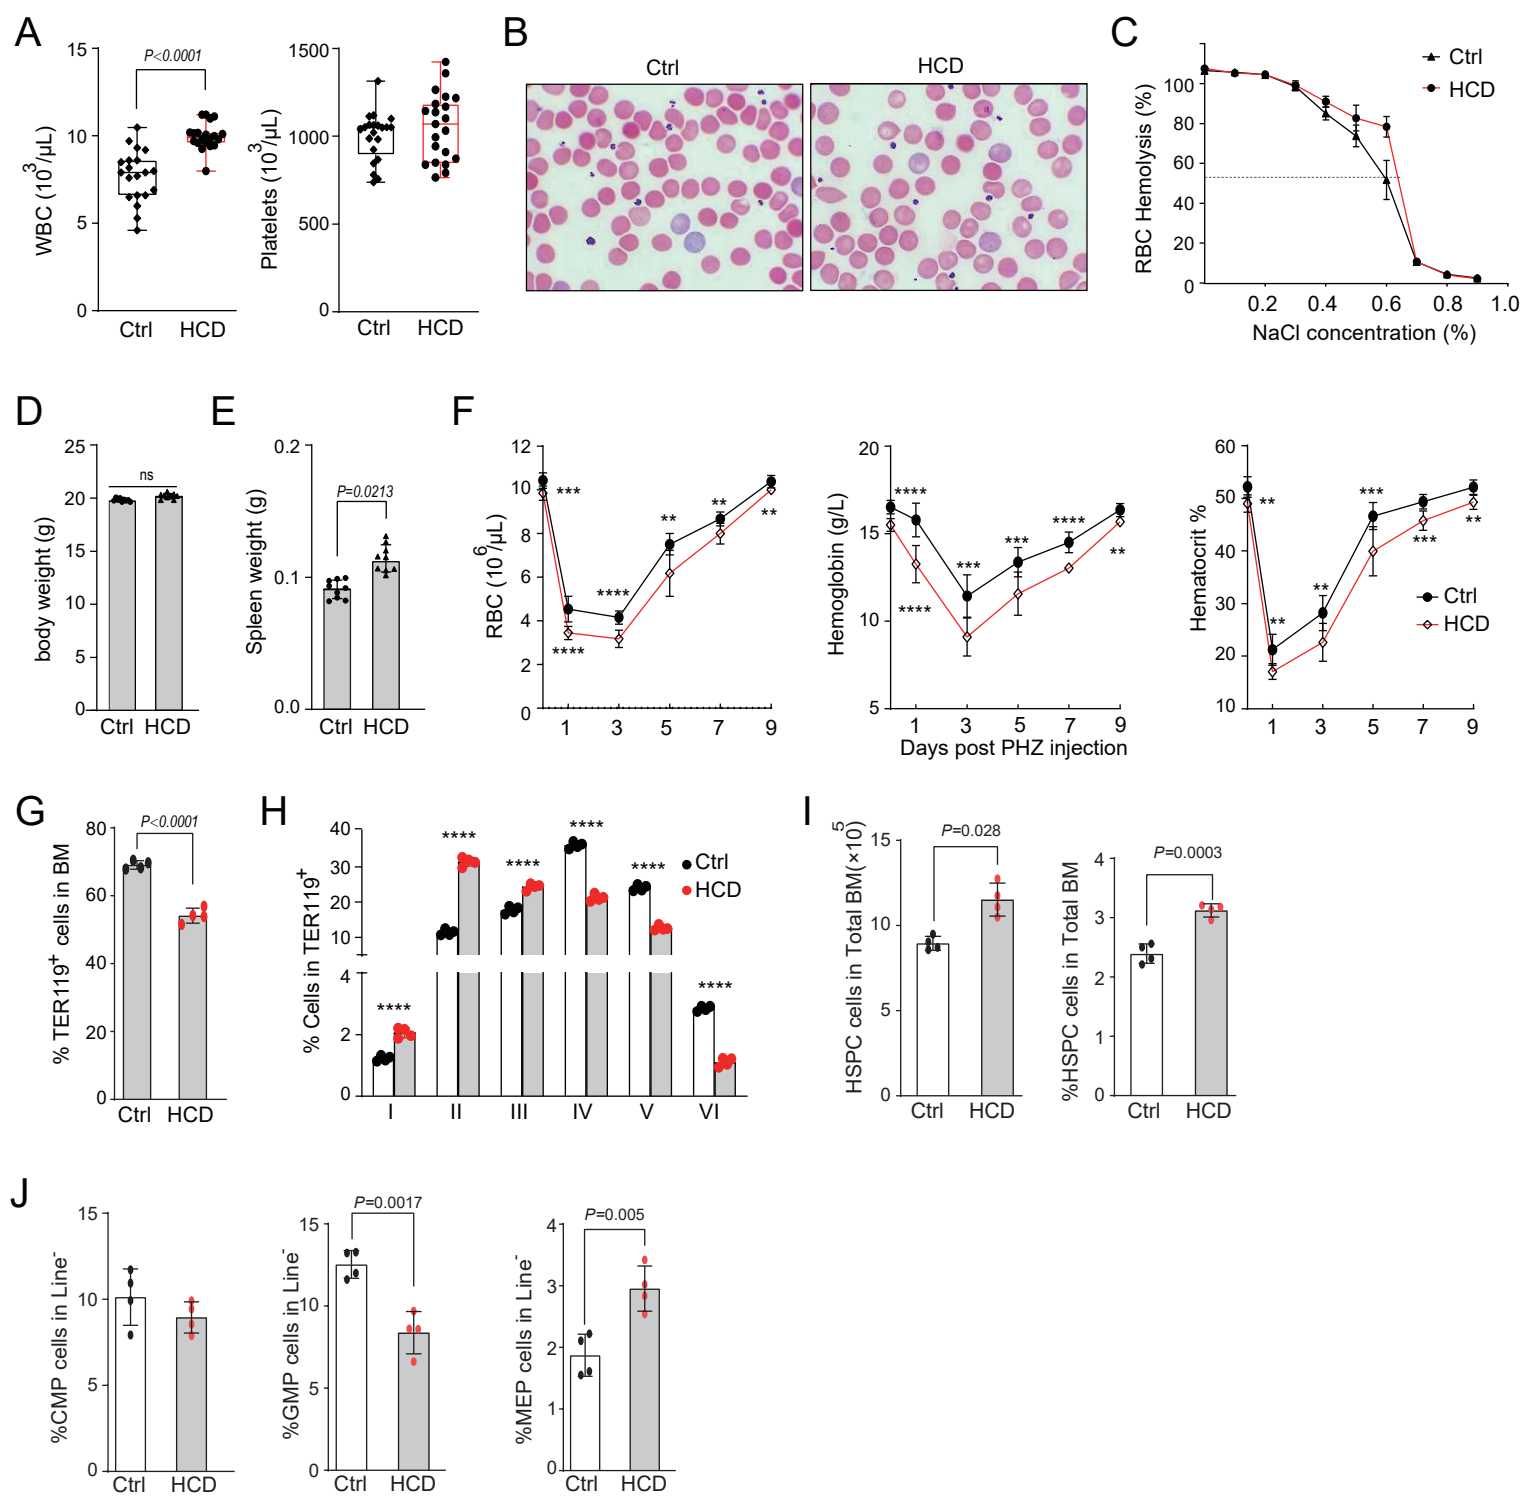

**Figure S7 Excess cholesterol impairs erythropoiesis in vivo, related to Figure 7.**

(A) White blood cells (WBC) and platelets indices of indicated mice. C57BL/6J mice were fed on chow diets (n=9) or high cholesterol diets (HCD) (n=9) for 4 weeks. Both males and females were included in each group. (B) Representative morphologic analysis of peripheral blood smear from (A) by benzidine-Giemsa staining. (C) The osmotic fragility and hemolysis of red blood cells from indicated mice from (A). (D-E) Statistical analysis of body and spleen weight of indicated mice from (A). (F) Indicated mice from (A) were injected with PHZ on day 0. Red blood cells (RBC), hemoglobin and hematocrit indices were measured on indicated days after PHZ injection. Data are presented as mean  $\pm$  SD from 9 mice for each group.  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ . (G) Quantification of TER119<sup>+</sup> cells in bone marrow from indicated mice on day 9 after PHZ injection. Each dot represents one mouse. (H) Quantification of indicated populations from (G). Populations I to VI represent the least differentiated to enucleated RBC as shown as in Figure 7D. Data are presented as mean  $\pm$  SD from 4 mice for each group.  $****P < 0.0001$ . (I) Quantification of percentage and cell number of hematopoietic stem and progenitor cells (HSPCs) in HCD mice bone marrow from Figure 7E. Each dot represents one mouse. (J) Quantification of indicated populations in HSPC cells from indicated mice bone marrow from (H). HSPCs are divided into three subpopulations which are common myeloid progenitors (CMPs), granulocyte-macrophage progenitors (GMPs) and megakaryocyte-erythrocyte progenitors (MEPs) according to CD16/32 and CD34. Each dot represents one mouse. Data are presented as mean  $\pm$  SD from 4 mice for each group. *P* values were determined by using unpaired two-tailed Student's t-test (A, E, G, I, G, H) or 1-way ANOVA with Tukey's multiple comparisons test (F).

Fig. S8 supplemental

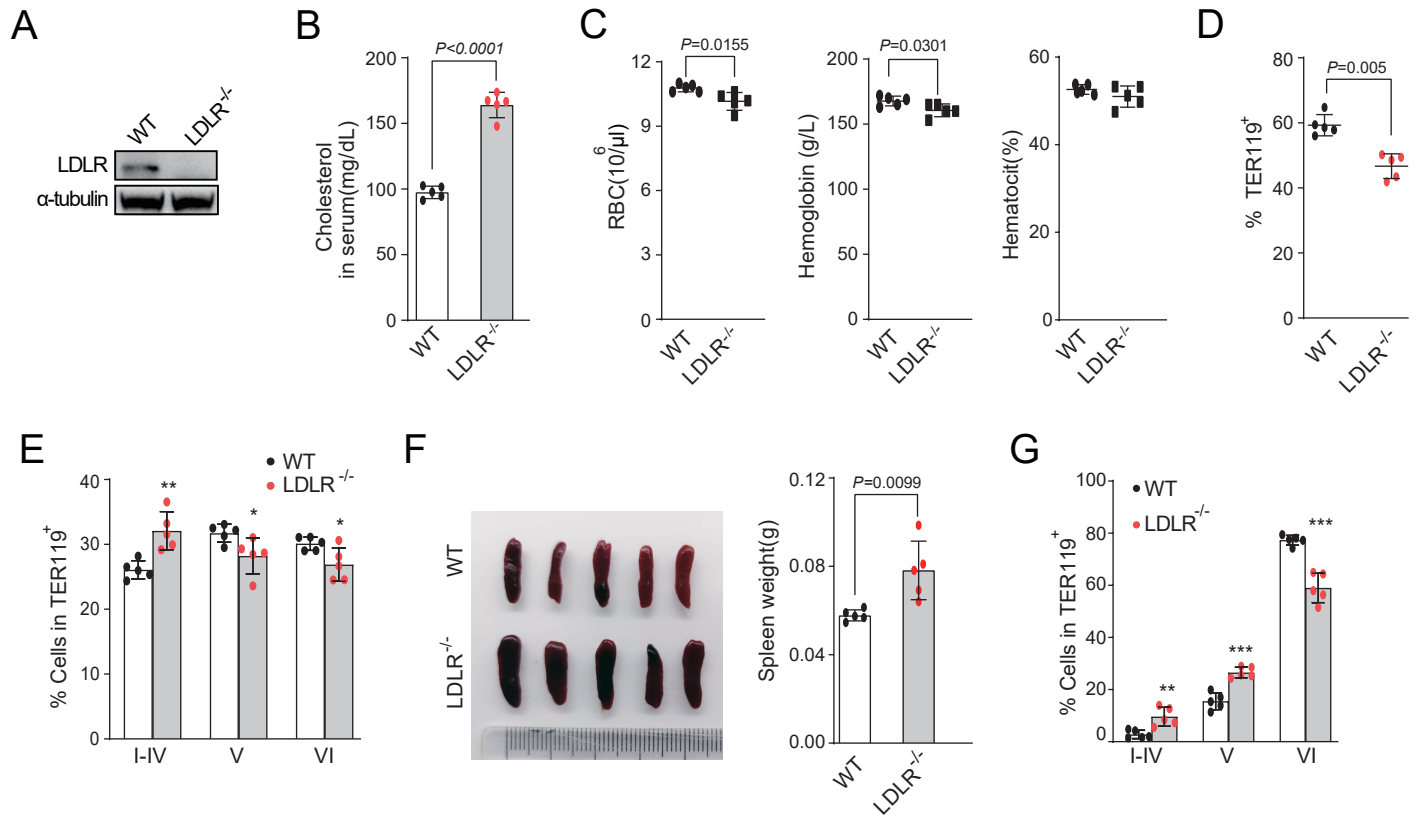

**Figure S8 Loss of LDLR impairs erythropoiesis *in vivo*, related to Figure 7.**

(A) Western blot analysis of LDLR proteins in erythroblasts from indicated mice bone marrow.  $\alpha$ -tubulin was used as a loading control. An equal number of cells were loaded in each well. (B) Quantification of serum cholesterol in LDLR knockout mice. Each dot represents one mouse. Five males at the age of 8 weeks were included in each group. (C) Red blood cells (RBC), hemoglobin and hematocrit indices of indicated mice from (B). (D) Quantification of percentage of TER119<sup>+</sup> cells in bone marrow of indicated mice from (B). (E) Quantification of indicated populations in TER119<sup>+</sup> cells from (D). Populations I to VI represent the least differentiated to enucleated RBC. (F) Photomicrographs of spleens and statistical analysis of the spleen weight from indicated mice are shown in (B). (G) Quantification of indicated populations in TER119<sup>+</sup> cells from indicated mice spleen in (F). All *P* values were determined by unpaired two-tailed Student's *t*-test. Data are presented as mean  $\pm$  SD from 5 mice for each group.

Fig. S9 supplemental

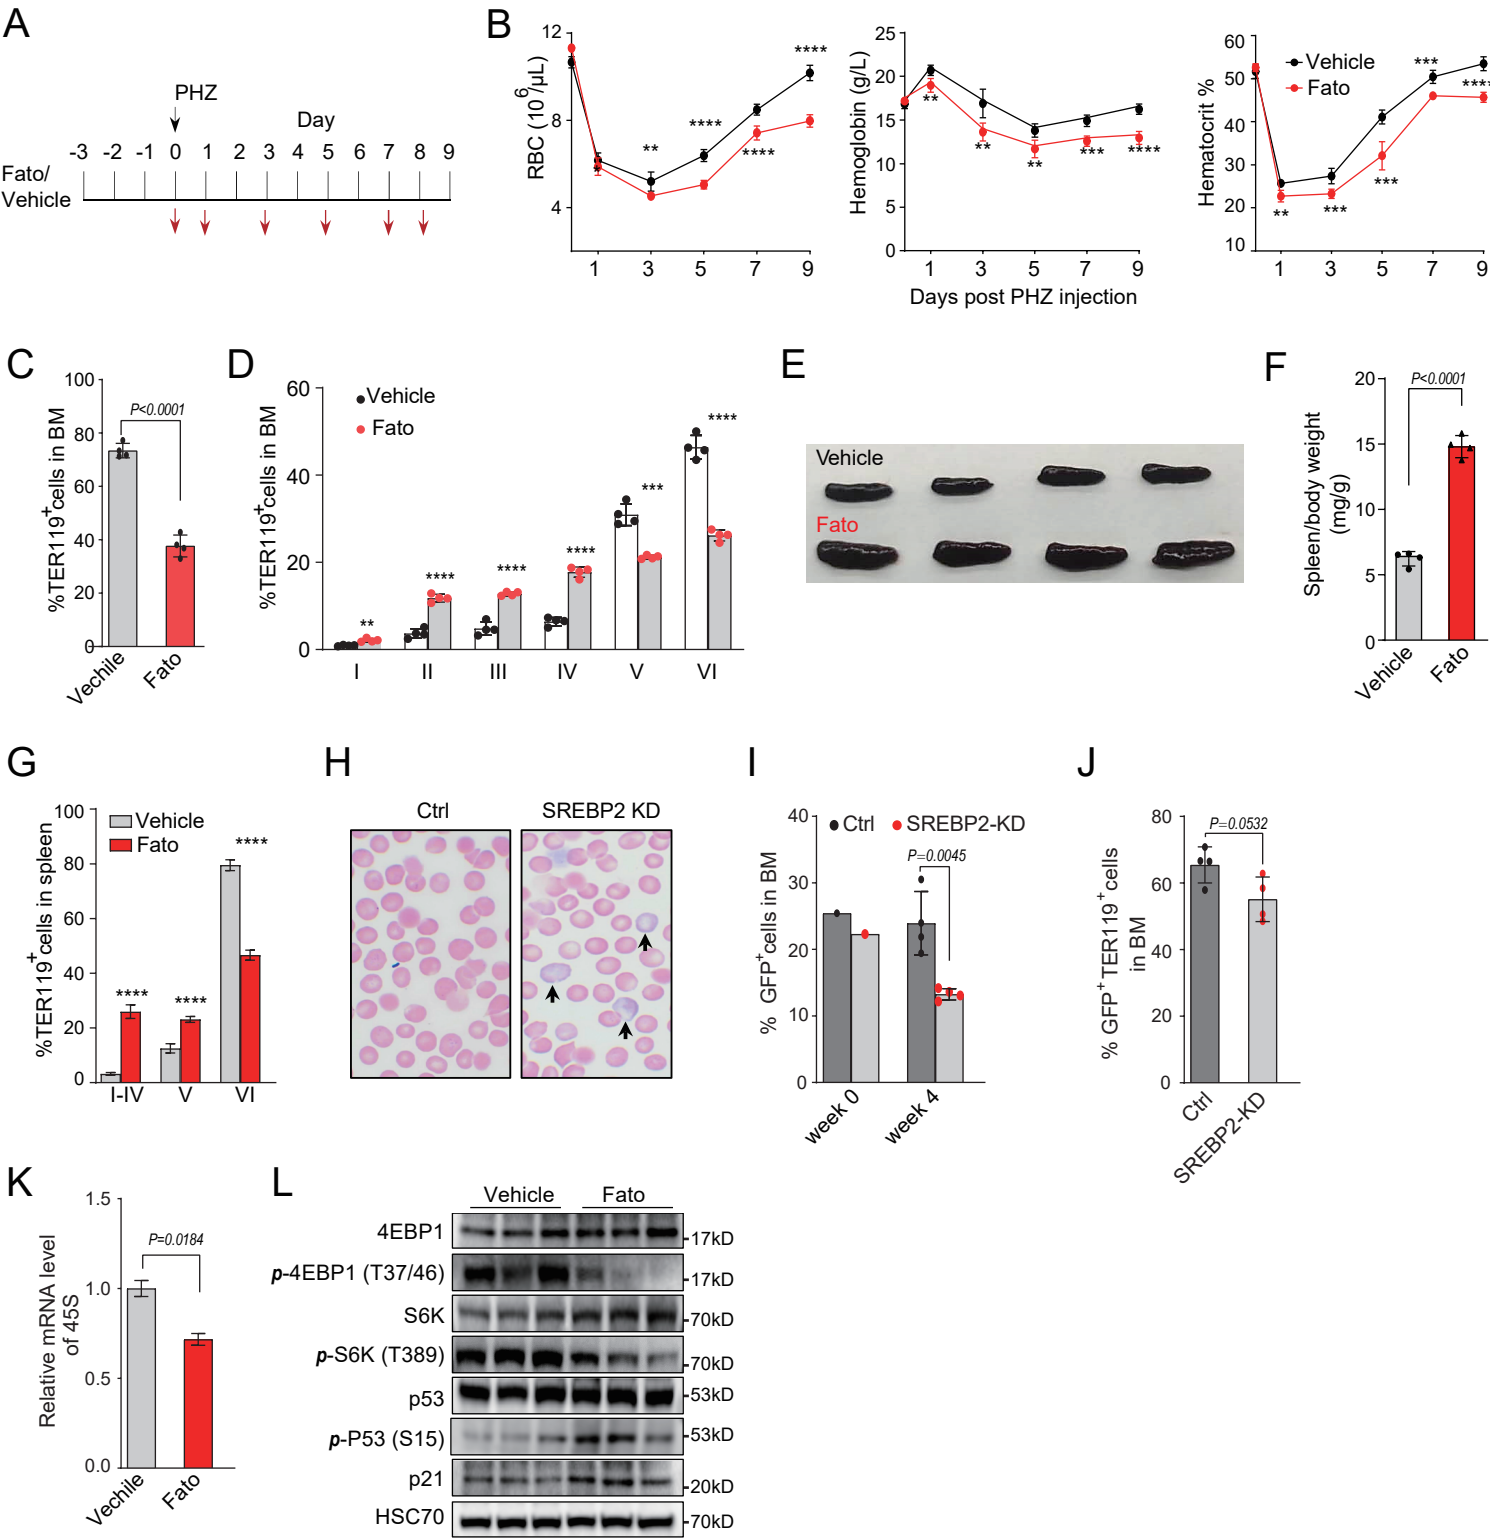

**Figure S9 Disruption of cholesterol synthesis impairs normal erythropoiesis in vivo, related to Figure 8.**

(A) Experimental design for fatostatin-treated mice in response to PHZ-induced hemolytic anemia. Red arrows indicate the timepoint for complete blood count test. All drugs were administrated by intraperitoneal injection. Both males and females were included in each group. (B) Red blood cells (RBC), hemoglobin and hematocrit indices of indicated mice in (A). Each dot represents one mouse. Data are presented as mean  $\pm$  SD from 6 mice for each group. (C) Quantification of TER119<sup>+</sup> cells in bone marrow from indicated mice on day 9 after PHZ injection. Data are presented as mean  $\pm$  SD from 4 mice for each group. (D) Quantification of indicated populations in TER119<sup>+</sup> erythroid cells from indicated mice bone marrow in (C). Populations I to VI represent the least differentiated to enucleated RBC as shown as in Figure 7D. Data are presented as mean  $\pm$  SD from 4 mice for each group.  $**P < 0.01$ ,  $***P < 0.001$  and  $****P < 0.0001$ . (E) Photomicrographs of spleens from indicated mice as in (C). (F) Statistical analysis of the spleen-to-body-weight ratio (Vehicle, n=4; fatostatin, n=4). (G) Quantification of indicated populations in TER119<sup>+</sup> erythroid cells from indicated mice spleen in (C). (H) Representative morphologic analysis of peripheral blood smear from indicated mice as in Figure 8A by benzidine-Giemsa staining. (I) Quantification of percentage of GFP<sup>+</sup> cells in indicated groups before and in bone marrow cells after 4 weeks transplantation respectively. (J) Quantification of percentage of GFP<sup>+</sup>TER119<sup>+</sup> cells in bone marrow from indicated mice at 4 weeks after transplantation. Data are presented as mean  $\pm$  SD from 4 mice for each group. (K) Quantification of transcripts of pre-rRNA 45S in erythroblasts from indicated mice bone marrow as in (C). (L) Western blot analysis of indicated proteins in erythroblasts from indicated mice bone marrow as in (C). HSC70 was used as a loading control. An equal number of cells were loaded in each well. All *P* values were determined by unpaired two-tailed Student's *t*-test.

Fig. S10 supplemental

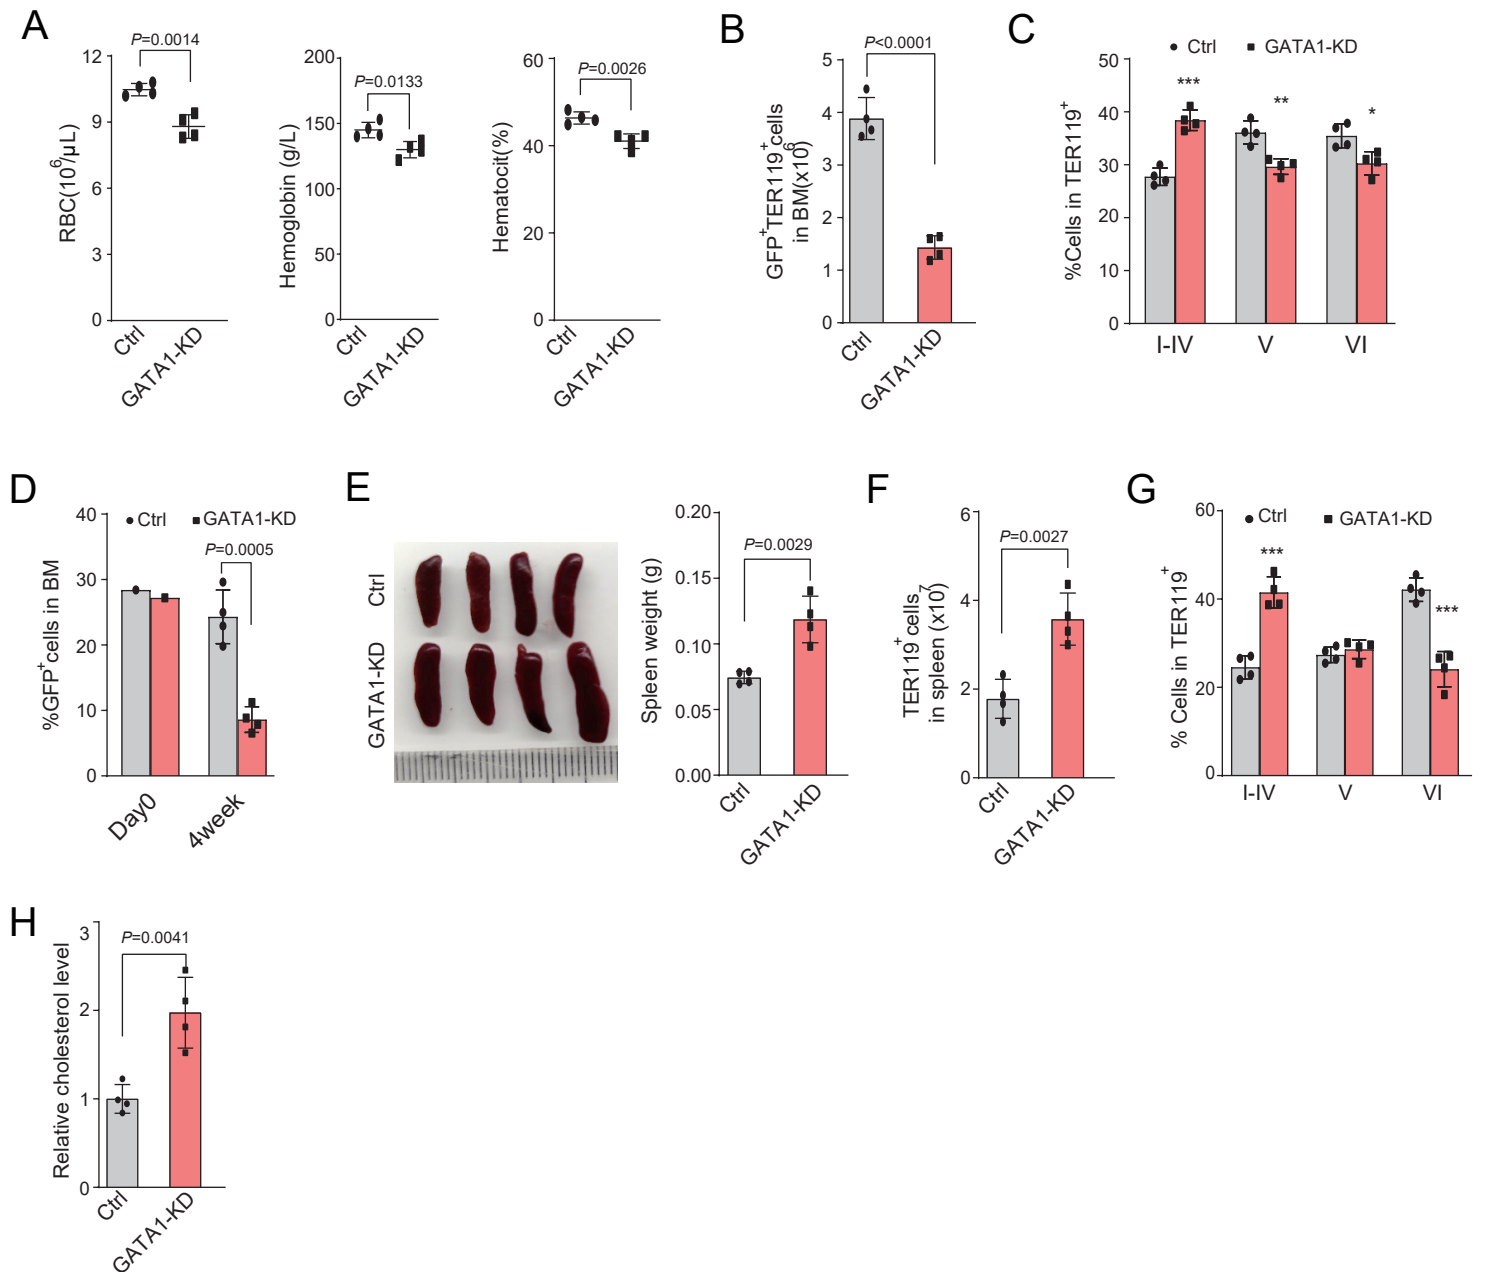

**Figure S10 Knockdown GATA1 promotes cholesterol synthesis *in vivo*, related to Figure 8.**

(A) Red blood cells (RBC), hemoglobin and hematocrit indices of indicated mice at 4 weeks after transplantation (Control, n=4; GATA1-KD, n=4). Each dot represents one mouse. (B) Quantification of cell number of GFP<sup>+</sup>TER119<sup>+</sup> cells in bone marrow from indicated mice in (A). (C) Quantification of indicated populations in TER119<sup>+</sup> cells from indicated mice bone marrow in (B). (D) Quantification of percentage of GFP<sup>+</sup> cells in indicated groups before and in bone marrow cells after 4 weeks transplantation respectively. (E) Photomicrographs of spleens and statistical analysis of the spleen weight from indicated mice are shown in (B). (F) Quantification of percentage of TER119<sup>+</sup> cells in spleen from indicated mice. (G) Quantification of indicated populations in TER119<sup>+</sup> erythroid cells from indicated mice spleen in (F). (H) Intracellular cholesterol levels were analyzed by flow cytometry based on the intensity of Filipin III staining of TER119<sup>+</sup> cells from indicated mice in (B). \* $P < 0.05$ , \*\* $P < 0.01$  and \*\*\* $P < 0.001$ . All  $P$  values were determined by unpaired two-tailed Student's t-test. Data are presented as mean  $\pm$  SD from 4 mice for each group.

How the deposited data were processed for this re-analysis (not part of the article)

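RNA-seq was analysed for TER119+ erythroblasts sorted after 30 h of culture, with 3 control samples and 3 samples treated with 40 µM cholesterol. The paper's RNA-seq of G1E-ER4 cells was not analysed here. Samples were mapped to groups by the sample labels and the paper's methods. The paper calls the controls vehicle-treated and the labels call them untreated.

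The authors deposited a table of expected counts, that is, estimated counts per gene that need not be whole numbers, without normalization. Between 27.9% and 29.5% of the values in a sample were not whole. They also deposited a table of normalized values without naming their unit. Its values were taken as FPKM, because with the total count of the sample each pair of count and normalized value gives a length close to the annotated transcript length of the gene. The paper's text and the labels name no aligner, genome build, annotation, counting program or filter, so no coordinates are given. Genes are named by the symbols in the files, of which 17321 of 17463 matched a RefSeq gene, by symbol or by a synonym. For random lists matched on gene length or GC content, the length was the one that the authors' counts and FPKM values imply and the GC content that of the GENCODE transcripts of the same symbol.

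The tests had been planned for whole-number counts, so the expected counts were rounded first. They were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr (at least 10 counts in enough samples and at least 15 in total), TMM normalization and the robust quasi-likelihood test, and with Benjamini-Hochberg adjustment over 11277 genes. Of the 17463 genes, 878 had a count of 0 in every sample. Total counts lay between 19826797 and 20061702, and the smallest level taken as detectable was 3 counts, or 0.15 CPM. Standard errors of log2 fold changes were derived from the F statistic of the test. Values per gene are CPM after TMM normalization. The groups of 3 samples allow an exact permutation test of a single gene no p below 0.1, so no such test is printed.

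GSEA was run with fgsea 1.28.0 on the signal-to-noise ratio of the FPKM values, with each SD set to at least 0.2 of its mean and genes at 0 in every sample left out, weight 1 and a positive score meaning higher with cholesterol. It permutes genes and not samples. The Molecular Signatures Database was not used here. Lists of cholesterol biosynthesis genes, ribosome biogenesis factors and ribosomal proteins were written by hand, the S phase and G2/M genes came from Seurat 5.3.0, and the mouse Reactome sets (750 sets of 15 to 500 genes) came with fgsea. The lists were also tested on the edgeR model with camera (preset correlation 0.01) and fry from limma 3.58.1, and their median log2 fold changes were set against 10000 random lists with as many genes in each of 20 bins of mean expression. P-values were adjusted over the 5 lists, with a set that replaced a list adjusted among the other 4. Those of the LXR, p53, erythroid and other cell type lists were adjusted over 10 lists (9 in GSEA with the block), those of mitochondrial translation and respiratory electron transport over 11 sets, and counts of Reactome sets past the threshold over all 750.

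Replicate numbers 1 to 3 occur in both groups in the sample labels, which is where the pairing comes from. Neither the labels nor the paper say what the numbers stand for. The model was fitted with condition alone, as planned, and with the replicate number as a block. No 2 libraries were copies of each other, since the chi-square per degree of freedom between any 2 libraries was at least 8.20. The alternatives were DESeq2 1.42.0 (its size factors and its Wald test), no filter on low counts, at least 10 counts in every sample, a fold change above 1.5, limma on log2(FPKM + 1), other rankings and weights in GSEA, other gene lists, and each sample left out in turn.

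The genes named in the text were taken from those the paper names in relation to cholesterol, p53, globins or ribosomes, the 5 genes with the smallest p in each of the 5 lists, and, in each direction, the 10 genes with the largest log2 fold change among those past the threshold whose groups do not overlap and whose mean is at least 1 CPM. Of the last kind there was 1, Abcg1. Mylip, Lpcat3, Nr1h2 and Nr1h3 lie outside this rule and were chosen after their values were seen.

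Simulated data were drawn from the means of each replicate number, the library sizes and the dispersions of the model with the block. The methods were tested on them with 200 genes changed by known folds. Of these, the model with condition alone called 162 (81%) among 11141 genes with 0 false calls, and the model with the block called 198 (99%) with 21 false calls. With no gene changed, the model with the block made 6 calls and the model with condition alone made 0. DESeq2 called 187 (93.5%) with 0 false calls. A list of 100 raised genes had an enrichment score of 3.12, and one of 100 unchanged genes had a score of 0.51. The known folds were far larger than the shifts of the ribosome and cell cycle lists, so the recovery does not carry over to those. Genes were drawn independently, so the scores say nothing of lists whose genes vary together.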

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

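All tests of this pattern were chosen after the result was seen. Genes linked to the liver X receptors (LXR), which respond to oxysterols, were listed in advance. Beside targets, the list holds Nr1h2 and Nr1h3, which encode the receptors themselves. After the values were seen the list was narrowed to 9 genes by leaving out Abca1 and Abcg1, which the paper names, and Srebf1, which encodes the SREBP1 of its discussion. The 9 genes drew attention because their median was higher with cholesterol than in the control samples and the paper does not discuss them. Of the 9 genes, 6 were higher on average. The receptor genes were among the lower ones, with log2 fold changes of −0.04 for Nr1h2 and −0.54 for Nr1h3, so they pulled the median down. The groups did not overlap for 1, where chance gives 10% of genes if the samples are exchangeable, so single genes were mostly not separated between the groups. This count does not take the replicate numbers into account. The median log2 fold change was 0.12, and 0.12 with the replicate number as a block. It was 0.19 when Srebf1 was kept, so it depended on the choice of genes. The full list of 12 genes, as written in advance, had a median of 0.27, and 0.29 with the block, with an enrichment score of 1.92 (adjusted p = 0.00203, from permutation of genes, over 10 lists), an adjusted p in fry of 0.0675, and 0.018 with the block, a median at percentile 100 of the matched random lists, and 1 of the 4 comparable splits with a median as far from 0. With the block, 2 of the 9 genes passed the adjusted threshold over all genes, Mylip (log2 fold change 0.52, adjusted p = 4.84e-05) and Lpcat3 (log2 fold change 0.26, adjusted p = 0.00208), each higher in 3 of 3 pairs. Both genes were chosen after their values were seen. Among the genes left out of the 9, Abcg1 and Abca1 also passed in edgeR's test with the block. Abca1 had a log2 fold change of 1.16 (adjusted p = 0.0174) and was higher in 3 of 3 pairs. Srebf1 did not pass (adjusted p = 0.728). For the 9 genes, the mean difference within pairs 1 to 3 was 0.02, 0.12 and 0.44, so it rested mostly on pair 3.

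Among random lists matched in the model with the block, the median of the 9 genes lay at percentile 99.7 for mean expression, 99.01 for gene length and 99.24 for GC content. With the mean level of granulocyte, mast cell and macrophage markers as a covariate, the median was 0.27, so it was not lost when RNA from those cells was allowed for. Of the 4 comparable splits of the samples, 2 had a median as far from 0, the real one included, and 1 an enrichment score as far. Activation of LXR by the added cholesterol may underlie the pattern, as a hypothesis that the splits alone cannot tell apart from chance.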

How the results depend on the processing

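The alternatives were chosen before the data were examined, except those that combine the block with another choice, leave out both samples of a replicate number, or use the marker genes of other cell types as a covariate. The cholesterol biosynthesis genes and the ribosomal proteins kept the direction of their enrichment score and median under every alternative tried.

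Counts of genes moved most with the model. Against 1 gene higher and 0 lower with condition alone, DESeq2's Wald test called 2 higher and 26 lower, and the replicate block called 186 higher and 586 lower. The replicate block with DESeq2's size factors called 161 and 559, with no filter on low counts 368 and 829, with DESeq2's Wald test 44 and 242, and with both samples of replicate 1, 2 or 3 left out 118 and 703, 67 and 229, or 210 and 516. With the marker level as a covariate 243 were higher and 240 lower. Leaving out each sample in turn gave from 1 to 1 gene higher and from 0 to 7 lower. DESeq2's size factors, no filter, at least 10 counts in every sample, a fold change above 1.5 and limma on FPKM values each gave 1 higher and 0 lower. At an unadjusted p under 0.05, the size factors, the filters and limma had from 75 to 131 genes higher and from 156 to 273 lower. The fits that left out a sample had from 26 to 114 higher and from 101 to 335 lower. All samples with condition alone had 81 and 216. In simulated data the replicate block made 21 false calls beside 198 true ones.

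The enrichment score of the ribosome biogenesis factors ranged from −1.67 to 2.75 when each sample was left out, and its median log2 fold change from −0.0723 to 0.137. The score of the S phase genes ranged from 1.007 to 2.18 and their median from 0.0290 to 0.114. These fits leave a sample without its same-numbered partner. With the replicate block and both samples of a replicate number left out, all 5 lists kept the direction and side of the threshold of their score and median, with a score from 1.59 to 2.09 for the factors. The other 3 lists also did so in the fits that left out a single sample. The G2/M list gave −1.92, but the Reactome Cell Cycle set in its place gave 0.95. With the marker level as a covariate, the median was −0.112 for the ribosome biogenesis factors, 0.00846 for the ribosomal proteins and 0.0420 for the S phase genes, with adjusted p of 4.64e-07, 0.661 and 0.172. Over all alternatives the adjusted p of these lists in camera or fry ranged from 1.93e-10 to 0.829, from 3.47e-21 to 0.661 and from 7.53e-07 to 0.412.

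Tests that estimate the correlation between genes or rotate the samples did not pass the threshold for any of the 5 lists. With the correlation estimated in camera, and with fry, the medians were unchanged at −1.07 (cholesterol biosynthesis), 0.0237 (ribosome biogenesis factors), 0.0803 (ribosomal proteins), 0.0781 (S phase) and −0.0849 (G2/M), with adjusted p from 0.0595 to 0.829. With fry and the replicate block they were −1.03, 0.0241, 0.0800, 0.0734 and −0.0845. The adjusted p in fry was then 0.129 for all 5 lists, a value that the adjustment made equal. Unadjusted, it was 0.0347, 0.081, 0.129, 0.122 and 0.0996 in the same order. The cause of these changes was not tested.

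Among the named genes, leaving out single samples reversed Acat1 (from −0.0461 to 0.172), Hbb-b1 (from −0.0965 to 0.326), Hbb-b2 (from −0.505 to 0.0404), Hbb-bt (from −0.279 to 0.00677), Mtor (from −0.00262 to 0.0681) and Soat2 (from −0.0687 to 0.203). Of the 49 named genes, Abcg1 alone passed the threshold without these choices, and 23 more came past it with the replicate block and 9 more with DESeq2's Wald test.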

Differences from the paper's values

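The gene sets differ from the paper's, since hand-written lists stand in for the GO sets of the Molecular Signatures Database, so scores of unlike lists are set side by side. In the orientation of the paper's tables, where a set higher with cholesterol is negative, the paper's normalized enrichment score for ribosome biogenesis was −3.13158 (Table S2) and that of the ribosome biogenesis factors was −1.98. Of the alternatives set before the data were examined, the list joined with the ribosomal proteins (−2.32), the fit without control replicate 1 (−2.75) and the fit without cholesterol replicate 3 (−2.74) came within 1.5 times the paper's value with the same sign, and the other 9 did not. The block with both samples of replicate 1 left out, chosen after seeing the values, gave a score of 2.09 toward cholesterol, which also came within 1.5 times the size of the paper's value. Scores of the factors in the fits that leave out a sample had a spread of 1.95, wider than the gap between −1.98 and −3.13158. By that spread, the rule used below for the S phase genes, the score of −1.98 did not differ from the paper's value.

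For cell cycle DNA replication, the paper's score was −2.6135 (Table S2) and that of the S phase genes −1.97. The ranking by edgeR's statistic (−2.35), the replicate block (−2.45) and the fit without control replicate 2 (−2.18) lay within the spread of the fits that leave out a sample, 0.438, of the paper's value, and the other 10 alternatives did not. With the block and both samples of a replicate number left out, alternatives chosen after seeing the values, the scores of the S phase genes toward cholesterol were 2.75, 2.23 and 2.21, within that spread of the size of the paper's value. Judged by the rule used above for the factors, the score of −1.97 already came within 1.5 times the paper's value.

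For the cell cycle, the paper's panel prints a score of about 2.1 in Fig. S3E, read by eye, for genes enriched after cholesterol treatment. The sign and size of this value are uncertain, since the curve of the panel runs negative, a set higher with cholesterol is negative in the paper's tables, and Fig. S3A prints the same score for another set. Here it is taken as printed, as a score toward cholesterol. The G2/M genes had a score of −1.92 toward cholesterol, and none of the 12 alternatives set before the data were examined closed the gap, the nearest being the Reactome Cell Cycle set at 0.95. The S phase genes, the other cell cycle list, had a score of 1.97 toward cholesterol, so the gap holds for the G2/M genes and depends on the list and the sign taken for the paper's value.

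The paper's Table S2 also lists mitochondrial translation and respiratory electron transport as higher with cholesterol. Here the Reactome sets had scores of 1.55 (adjusted p = 0.00805 over 11 sets, and 0.0362 over all 750) and 1.22 (adjusted p = 0.181, and 0.377), toward cholesterol, and with the replicate number as a block 1.33 (adjusted p = 0.123, and 0.204) and 0.743 (adjusted p = 0.944, and 0.98). The paper states that ribosome biogenesis genes were upregulated, and the median log2 fold change of the factors was 0.02, with 42 of 150 lower.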

Other observations

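The splits for the counts of genes with condition alone, the removal of the globin genes, the random lists matched on expression for the ribosome genes, the marker lists of other cell types and the rise with replicate number were chosen before their results were seen, and the other tests only after. The samples allow 10 splits into groups of 3, of which the 4 that part all same-numbered pairs are comparable with the real one, and the other 6 part 1 pair and keep samples of a pair together. With condition alone, 1 of the 4 comparable splits, the real one, had as many genes past the threshold, and the other 9 splits had 0. At an unadjusted p under 0.05 the real split had 297 genes, the other 3 comparable splits 29 to 30, and the 6 splits that are not comparable 84 to 3535. With the replicate number as a block, 1 of the 4 gave as many genes as the real split's 772, and the others gave 0. The real split always counts, so 1 of 4 is the smallest share this design can give, and the splits alone neither exclude a chance split nor speak for one, for any result here.

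The marker genes of other blood cells were lower with cholesterol. The median log2 fold change, with the replicate number as a block, was −1.14 for granulocyte and mast cell markers, −1.09 for macrophage markers, −0.41 for megakaryocyte markers, 0.0873 for hepatocyte markers and −0.52 for endothelial and stromal markers. The first pair of lists was lower in 3 of 3 pairs (−0.96, −1.24 and −1.38 for granulocyte and mast cell markers, −0.46, −1.07 and −0.77 for macrophage markers). The endothelial and stromal list, with 4 genes tested, was also lower in 3 of 3 pairs (−0.30, −0.64 and −0.18), and the megakaryocyte list in 2 of 3. With so few genes, and an adjusted p of 0.225 in camera with the block, the endothelial and stromal list cannot settle the question. Whether the fall was particular to granulocytes, mast cells and macrophages stays open. The granulocyte and macrophage lists also rose with the replicate number in each group, from 1.83 to 4.99 mean log2 CPM in the controls and from 0.87 to 3.61 with cholesterol for the granulocyte list. Among random lists matched on mean expression, gene length or GC content, both lay at percentile 0, and 1 of the 4 comparable splits, the real one, had medians and scores as far from 0. Of the 586 genes lower with cholesterol under the block, 50.3% rose over 2-fold from replicate 1 to replicate 3 in both groups, as all 22 markers did, against 6.86% of all genes tested and 14.0% of the 186 higher genes. A candidate explanation is that the cholesterol samples held less RNA from other cells, granulocytes, mast cells and macrophages among them, carried through the sort. The paper itself notes that cultured fetal liver cells may hold nonerythroid cells. A change in the erythroblasts themselves was not excluded, since no cell counts were used. Reactome sets such as Innate Immune System (score −1.87) and Hemostasis (−1.86) were lower as well, and 82 of 750 sets were lower and 35 higher at an adjusted p under 0.05, 48 and 30 of which also passed with the block.

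This bears on the ribosome lists, which fell with the replicate number as the markers rose. With the mean level of the markers as a covariate, the median log2 fold change was −0.1121 for the ribosome biogenesis factors and 0.0085 for the ribosomal proteins, against 0.02 and 0.08 without it. The covariate itself moves with cholesterol, so the fit can also take out part of a true effect. Removing the globin genes before normalization left the medians at 0.0247 and 0.0813 with condition alone and at 0.0252 and 0.0812 with the block. TMM normalization already trims such genes, so this check could hardly have moved the medians and leaves open whether the globin genes, with 12.5% to 17.9% of the counts, play a part. Among lists matched on mean expression, the factors lay at percentile 70.7 (72.7 with the block), among lists matched on gene length at 97.4 and on GC content at 93.6, all inside the middle 95% of random lists, whereas the ribosomal proteins lay at percentile 100 for all 3. Of the 4 comparable splits, 2 had a median as far from 0 for the factors and 1 an enrichment score as far, and for the ribosomal proteins 1 and 1. Reads shared with pseudogenes could not be tested, since 2 ribosomal protein pseudogenes were among the genes tested. In the model with the block, the random lists for the factors had a median of 0.0190 when matched on expression, 0.00102 on length and 0.00617 on GC content, against 0.0241 for the factors. For the factors, expression level and RNA from other cells remain possible explanations of the small shift, while length and GC content could account for a small part of it, and for the ribosomal proteins RNA from other cells and reads shared with pseudogenes do.

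The opposite movement of S phase and G2/M genes was less tied to the markers, more clearly so for the G2/M genes. With the markers as a covariate the medians were 0.042 and −0.080, or 53.75% and 94.12% of those without it. In that fit 28 S phase genes were higher and 15 lower, with an unadjusted p of 0.138 in camera, so part of the S phase shift may go with the markers. Among lists matched on mean expression, gene length and GC content in the model with the block, the S phase genes lay at percentiles 100, 99.96 and 99.92 and the G2/M genes at 0, 0.01 and 0, and 1 of the 4 comparable splits had medians and scores as far from 0 for each list. The cholesterol biosynthesis list had 1 of the 4 for both its median and its score. The paper measures the cycle itself by flow cytometry and reports a larger share of cells in G2/S/M and a smaller one in G0/G1 with cholesterol. Those classes join S with G2/M and count cells, whereas the lists here hold mRNA levels. A shift of mRNAs toward S phase and away from G2/M may follow cholesterol treatment, as a hypothesis that the splits alone cannot tell apart from chance. Its G2/M part depends on the list, since the Reactome set G2 M Transition scored 0.69, and −1.28 with the block.

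Other named genes had these values. The paper measures some of them as proteins or in other cells. It measures globin and NFE2 mRNA in fetal liver erythroblasts too, but with SREBP2 knocked down or overexpressed and not with cholesterol added. Cdkn1a, which encodes p21, fell from 527 ± 64.6 to 421 ± 36.2 CPM (SD, n = 3), a log2 fold change of −0.32 (adjusted p = 1.00 in edgeR's test, and 5.61e-05 with the block), and was lower in 3 of 3 pairs. Trp53 had a log2 fold change of 0.11 (adjusted p = 1.00, and 0.181 with the block). The list of p53 targets had a score of −1.29 (adjusted p = 0.178), and −1.69 with the block (adjusted p = 0.0103). Hba-a2 had a log2 fold change of −0.26 (adjusted p = 1.00, and 0.000956 with the block) and Hbb-bs of −0.18 (adjusted p = 1.00, and 0.0223 with the block). The other 4 globin genes were not called in either model, with log2 fold changes of −0.16 for Hba-a1, −0.12 for Hbb-bt, −0.22 for Hbb-b2 and 0.05 for Hbb-b1 (adjusted p with the block 0.333, 0.0965, 0.540 and 0.798). The globin genes are near-identical copies between which reads can be split, so their values are uncertain. Nfe2 had a log2 fold change of −0.15 (adjusted p = 1.00, and 0.0373 with the block), Gata1 of −0.07, Rps19 of 0.03 and Mtor of 0.03, the last 3 with no call in either model. Genes of early erythroid cells were lower as a list, by −0.25, −0.34 and −0.50 in pairs 1 to 3, and the differences for late erythroid genes were −0.12, −0.04 and 0.02.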
